# Up-Regulated Expression of Extracellular Matrix Remodeling Genes in Phagocytically Challenged Trabecular Meshwork Cells

**DOI:** 10.1371/journal.pone.0034792

**Published:** 2012-04-18

**Authors:** Kristine M. Porter, David L. Epstein, Paloma B. Liton

## Abstract

**Background:**

Cells in the trabecular meshwork (TM), the tissue responsible for draining aqueous humor out of the eye, are known to be highly phagocytic. Phagocytic function in TM cells is thought to play an important role in the normal functioning of the outflow pathway. Dysfunction of phagocytosis could lead to abnormalities of outflow resistance and increased intraocular pressure (IOP). However, the molecular mechanisms triggered by phagocytosis in TM cells are completely unknown.

**Methodology/Principal Findings:**

Gene expression profile analysis of human TM cells phagocytically challenged to E. coli or pigment under physiological and oxidative stress environment were performed using Affymetrix U133 plus 2.0 array and analyzed with Genespring GX. Despite the differential biological response elicited by E. coli and pigment particles, a number of genes, including MMP1, MMP3, TNFSF11, DIO2, KYNU, and KCCN2 showed differential expression with both phagocytic ligands in all conditions. Data was confirmed by qPCR in both human and porcine TM cells. Metacore pathway analysis and the usage of recombinant adenovirus encoding the dominant negative mutant of IkB identified NF-κB as a transcription factor mediating the up-regulation of at least MMP1 and MMP3 in TM cells with phagocytosis. In-gel zymography demonstrated increased collagenolytic and caseinolytic activities in the culture media of TM cells challenge to E. coli. In addition, collagenolytic I activity was further confirmed using the self-quenched fluorescent substrate DQ-Collagen I.

**Conclusions/Significance:**

Here we report for the first time the differential gene expression profile of TM cells phagocytically challenged with either E. coli or pigment. Our data indicate a potential role of phagocytosis in outflow pathway tissue homeostasis through the up-regulation and/or proteolytic activation of extracellular matrix remodeling genes.

## Introduction

Glaucoma is a group of blinding disorders affecting more than 70 million people worldwide, which is characterized by irreversible damage to the optic nerve. The major risk factor for developing glaucoma is elevated intraocular pressure (IOP), which results from the increased resistance to aqueous humor outflow through the trabecular meshwork (TM) conventional outflow pathway [1], [2].

The TM is a tiny tissue located in the anterior segment of the eye between the cornea and the sclera. It is structured into three differentiated layers through which the aqueous humor must pass before leaving the eye: the inner uveal meshwork, the corneoscleral meshwork and the juxtacanalinular tissue (JCT). The uveal and the corneoscleral meshworks are composed of sheets of connective tissue beams lined by TM endothelial cells. The beams attach to each other in several layers forming a porous filter-like structure [3], [4].

Trabecular meshwork cells lining the beams are known to be able to avidly phagocyte particulate material and debris in vitro and in vivo [5]–[11]. Because of this phagocytic activity, the meshwork has been suggested to function in vivo as a self-cleaning filter able to keep the drainage channels free of obstructive material or debris, which otherwise might block the flow of aqueous humor [6]. Thereby, phagocytosis is thought to have an important role in the normal functioning of the outflow pathway. Abnormalities in phagocytosis have been postulated to contribute to the development of certain types of glaucoma, in particular in exfoliative, pigmentary, phagolytic, and other obstructive glaucomas [12]–[14].

While a number of studies have shown the detachment of TM cells from the trabecular beams following phagocytosis in vivo and in vitro [5], [7]–[9], [15], as well as short-term loss in cell-matrix cohesiveness cell culture conditions [16], [17], the molecular mechanisms encompassing such events have yet to be clarified.

Here we report for the first time the transcriptome profile of TM cells phagocytically challenged with either E. coli or pigment under physiological and oxidative stress conditions. Our data demonstrate the upregulation of metalloproteinases and extracellular matrix (ECM) remodeling upon phagocytosis in TM cells.

## Results

### Differential Gene Expression Profile of Human TM Cells Phagocytically Challenged Under Physiological Conditions

Confluent cultures of human TM cells were grown for two weeks under physiological conditions and then challenged for three days, time-point at which the phagocytic capacity of TM cells is peaked [17], to saturated doses of either pHRodo-labeled E. coli or pigment. Changes in gene expression induced by phagocytosis were evaluated by gene array analysis using Affymetrix Human Genome U133 Plus 2.0 chips. 

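The deposited data for this experiment are 6 arrays, 2 each from control TM cells and from TM cells challenged with E. coli or with pigment at 5% O2. The cells are primary cultures from the human trabecular meshwork, the filter through which aqueous humor leaves the eye. The E. coli were bioparticles carrying a dye that fluoresces in acid compartments, and the pigment was prepared from porcine iris and ciliary body, each given at 1000000 particles per mL. The methods and the deposited sample descriptions give 2 days of challenge, and the results give 3. Each RNA sample was hybridized to its own array, and the deposited values are MAS5 signals on a linear scale, scaled by the authors so that the mean without the outer 2% of probe sets is 500.1 on each array. The detection flags used in the methods are not among these values. Here each array was divided by its median, as in the paper's normalization to the 50th percentile, and the values were taken to log2. Of 54613 probe sets that are not array controls, 28969 had a signal above the median of the array on both arrays of at least 1 group and were tested. limma was fitted to all 12 arrays of the study with its 6 groups, and a probe set was called higher or lower at a fold over 1.5 and a Benjamini-Hochberg adjusted p under 0.05. Where several probe sets match a gene, the brightest stands for it. Errors of log2 changes are standard errors and those of signals are SDs over n = 2 arrays, whose number limits the precision. The methods name at least 3 independent batches of TM cells without saying which were hybridized, so these p-values measure only the spread between the arrays.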

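Antiviral genes and chemokine genes had large rises in TM cells challenged with E. coli at 5% O2, and 7 of 7 metallothionein genes and 14 of 25 genes of the response to low oxygen were also higher, though these 2 lists did not pass with an estimated correlation between genes (adjusted p = 0.059 and 0.095). All 35 measured interferon-stimulated genes were higher and 0 were lower (35 higher when adjusted over the list alone), with a median log2 change of 2.69 (camera, adjusted p = 1.5e-71, and adjusted p = 0.0051 with an estimated correlation). BST2, a membrane protein that holds newly formed virus particles at the cell surface, rose from a signal of 24.3 ± 9.5 in control cells to 4400 ± 385 (SD, n = 2 arrays), a log2 change of 7.55 ± 0.62 (SE, adjusted p = 4e-07). MX1, an antiviral GTPase, rose from 52.8 ± 3.64 to 7410 ± 882, a log2 change of 7.12 ± 0.66 (adjusted p = 1.8e-06). CXCL11, an interferon-induced chemokine that attracts T cells, rose to 3880 ± 740 (adjusted p = 0.00015). Its control signal of 6.76 ± 8.55 was under 11.9, the 20th percentile of all signals, so the rise is given only as at least 325-fold, over that percentile. All 7 measured metallothioneins, small proteins that bind zinc and copper, were higher (7 when adjusted over the list alone), with an adjusted p of 4e-15 from camera and adjusted p = 0.059 with an estimated correlation. MT1X rose from 6100 ± 308 to 20200 ± 2890 (SD, n = 2 arrays). Of 25 HIF target genes, which cells switch on when oxygen is low, 14 were higher and 0 were lower (17 higher when adjusted over the list alone), with a median log2 change of 0.85 (camera, adjusted p = 6.4e-20, and adjusted p = 0.095 with an estimated correlation). Among them, the carbonic anhydrase gene CA12 rose from 4620 ± 77.8 to 13700 ± 573, and BNIP3, which acts in the removal of mitochondria, from 8100 ± 664 to 17600 ± 601. Of 14 genes of prostaglandin synthesis and receptors, 4 were higher and 1 was lower (4 and 1 when adjusted over the list alone, camera adjusted p = 2.5e-05, and adjusted p = 0.24 with an estimated correlation). PTGS2, the inducible cyclooxygenase, had a log2 change of 1.76 (adjusted p = 1e-08), and the receptor gene PTGER2 was the member that fell, by 0.96. Of 8 measured genes of the kynurenine pathway, by which tryptophan is broken down, 4 were higher and 1 was lower (4 and 1 when adjusted over the list alone, camera adjusted p = 0.0054, and adjusted p = 0.28 with an estimated correlation). TDO2, which opens this pathway, had a log2 change of 3.69 (adjusted p = 8.3e-06). Of 27 genes of phagocytic receptors and engulfment, 0 were higher and 4 were lower, MERTK, DOCK1, GULP1 and PROS1 (1 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.63). MERTK, a receptor for dying cells and shed photoreceptor tips, had a log2 change of -0.99 (adjusted p = 0.0023), with a second probe set at -0.46 that was not called. GULP1 (-0.65) was under the fold limit without 5% O2 control replicate 1 (-0.56) or 5% O2 E. coli replicate 1 (-0.48), and PROS1 (-0.60) had adjusted p-values of 0.053 and 0.084 without these arrays. Of 26 lysosome genes, 1 was lower and 0 were higher (1 lower when adjusted over the list alone, camera adjusted p = 0.64). This was the cathepsin gene CTSZ, whose log2 change of -0.63 (adjusted p = 0.016) had an adjusted p of 0.076 without 5% O2 control replicate 1, 0.11 without 5% O2 E. coli replicate 1 and 0.062 without 5% O2 E. coli replicate 2. MPPED2, a dim probe set, went from 79.5 ± 14.9 to 7.22 ± 8.35, under the 20th percentile, a fall of at least 6.67-fold (adjusted p = 0.002, and 0.13 in a fit of the 4 arrays alone). In limma, 1072 probe sets were higher and 978 lower (580 and 479 genes), of which 612 and 302 changed over 2-fold, and 1577 and 1598 passed at an unadjusted p under 0.05. Without 5% O2 control replicate 1 there were 1203 higher and 550 lower. The methods' test over the 6 groups, run without the paper's error model, with Bonferroni adjustment left 50 higher and 6 lower, and the methods' t-test after Benjamini-Hochberg adjustment left 0 in total.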

Comparative analysis showed 1190 and 728 genes significantly up-regulated and down-regulated, respectively, more than 1.5-fold in TM cells phagocytically challenged to E. coli. A complete list of the genes with differential expression greater than two is included as Supporting Information (Table S1, Table S2). Phagocytosis of pigment particles elicited a much lesser biological response. 

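MMP1 and MMP3, which encode an interstitial collagenase and stromelysin 1, were the genes called higher with pigment at 5% O2 by their brightest probe sets. MMP1 rose by 0.87 ± 0.10 on the log2 scale (SE, adjusted p = 0.0038), to a signal of 12900 ± 594 (SD, n = 2 arrays), and MMP3 by 1.06 ± 0.12 (adjusted p = 0.004), to 1280 ± 102. Both had an adjusted p of 0.15 with an eBayes fit that ignores the signal level. Without 5% O2 pigment replicate 1, MMP3 had a log2 change of 0.98 and an adjusted p of 0.066. The third probe set called was a dimmer one of TFPI2, an inhibitor of serine proteases in the matrix, at 1.36 ± 0.19 (adjusted p = 0.028). Its adjusted p was 0.1 without 5% O2 control replicate 2, 0.074 without 5% O2 E. coli replicate 1, 0.075 without 5% O2 E. coli replicate 2, 0.11 without 5% O2 pigment replicate 1, 0.089 with no filter on low signals, 0.15 with an eBayes fit that ignores the signal level and 0.31 in a fit of the 4 arrays alone. The brightest TFPI2 probe set had a log2 change of 0.90 (adjusted p = 0.1), which passed with the stricter filter (adjusted p = 0.023). Of 35 interferon-stimulated genes, 0 were called with pigment (1 higher when adjusted over the list alone, camera adjusted p = 0.56), and of 27 phagocytic receptor and engulfment genes and 26 lysosome genes also 0 (0 in each when adjusted over the list alone, camera adjusted p = 0.67 for both). Of 5 measured markers of melanocytes and pigment epithelium, the cells the particles came from, 0 were called either way (0 when adjusted over the list alone, camera adjusted p = 0.33). Tested directly against each other at 5% O2, the E. coli and pigment cultures differed in many genes. All 35 interferon-stimulated genes were higher with E. coli than with pigment (35 when adjusted over the list alone), by a median log2 difference of 2.94 (camera, adjusted p = 1.6e-67, and adjusted p = 0.008 with an estimated correlation), and so were 16 of 18 chemokines (16 when adjusted over the list alone; median 3.78). MMP1 and MMP3 were also higher with E. coli than with pigment, by 1.14 ± 0.10 (adjusted p = 6.1e-07) and 2.60 ± 0.12 (adjusted p = 6e-10) on the log2 scale. In this direct comparison, 1248 probe sets were higher with E. coli and 479 were lower, with 985 and 863 on the deposited scaling and 1054 and 747 after quantile normalization. There were 1044 and 244 without 5% O2 pigment replicate 2 and 898 and 315 without 5% O2 E. coli replicate 1. For pigment against control, limma called 3 probe sets higher and 0 lower. At an unadjusted p under 0.05 there were 342 and 559, with the methods' test over the 6 groups, run without the paper's error model, 215 and 335, with its Bonferroni adjustment 8 and 2, and with the methods' t-test 200 and 283, or 1 and 1 after Benjamini-Hochberg adjustment. The total of 3 became 12 without 5% O2 control replicate 1, 7 without 5% O2 control replicate 2, 5 without 5% O2 pigment replicate 1 (1 higher and 4 lower), 16 without 5% O2 pigment replicate 2 (3 higher and 13 lower), and 5 without either 40% O2 control array (4 higher and 1 lower). It was 19 after quantile normalization, 12 on the deposited scaling, 23 with the stricter filter (11 higher and 12 lower), 9 with the replicate number as a block (6 and 3), 5 with the offset (4 and 1), 5 in a fit of the 4 arrays alone (3 and 2), and 1 with the eBayes fit that ignores the signal level, which was none of these 3. The median log2 change of all tested probe sets was -0.11 here, and 0 on the deposited scaling and after quantile normalization.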

Only 26 and 14 genes were found to be significantly up-regulated (Table S3) and down-regulated (Table S4) more than 1.5 fold, respectively, in TM cells challenged to pigment. As shown in Figure 1, more than 90% of the cells in the culture were phagocytic cells. Electron micrographs confirmed the presence of engulfed pigment particles within the cells (Figure 1).

**Figure 1:**
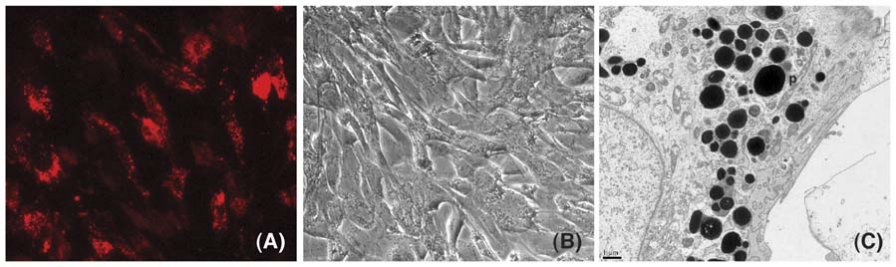
Phagocytic activity in TM cells. (A) Fluorescence microcopy image of human TM cells phagocytically challenged with pHRodo-labeled E. coli (1×10 ^6^ particles/mL). Note the puncta red staining indicating the presence of engulfed E. coli particles. (B) Light microscopy image of human TM cells phagocytically challenged to pigment particles (1×10 ^6^ particles/mL). (C) Electron micrograph image of human TM cells phagocytically challenged to pigment particles. Note the presence of numerous engulfed pigment particles (p) contained in membrane-bound organelles.

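The inflammatory genes CXCL5, C3 and IL33, the protease genes MMP1 and MMP3, and STC1 and SLC39A8 rose with E. coli at 5% O2, and had positive but smaller log2 changes with pigment. ACSL4, CXCL5, CXCL6, C3, DIO2, EHF, IL32, IL33, KYNU, MMP1, MMP3, STEAP1, SLC39A8, STC1, SOD2, TFPI2 and TNFSF11 were all higher with E. coli. Of these 17 genes, MMP1 and MMP3 were also higher with pigment, EHF and IL32 were not called with pigment (adjusted p = 0.33 and 0.99), and the other 13 had positive log2 changes of 0.32 to 1.60 with adjusted p-values of 0.1 to 0.5. STC1, a secreted hormone that regulates calcium and phosphate, rose from a signal of 597 ± 136 in control cells to 8490 ± 204 with E. coli (SD, n = 2 arrays), a log2 change of 3.84 ± 0.13 (SE, adjusted p = 1.1e-11), against 0.59 with pigment (adjusted p = 0.19). SLC39A8, a zinc and manganese transporter, rose from 1240 ± 35 to 14200 ± 40.5 with E. coli, and its log2 change with pigment was 0.46 (adjusted p = 0.24, and called after quantile normalization, as was STEAP1). CXCL5, which attracts neutrophils, rose from 135 ± 1.28 to 8060 ± 7.86, with 1 of its 2 other probe sets called, and had 0.77 with pigment (adjusted p = 0.36). IL33, an alarm cytokine of barrier cells, rose from 69.6 ± 31.6 to 2030 ± 323 with E. coli (log2 change 4.93 ± 0.28, adjusted p = 5.5e-09). With pigment it was at 217 ± 17.9, a log2 change of 1.60 (adjusted p = 0.1), which passed with the stricter filter, with the replicate number as a block and without 5% O2 control replicate 1. C3, the central complement component, rose from 309 ± 130 to 3930 ± 177 with E. coli, and TFPI2 from 289 ± 49.1 to 3040 ± 738. SOD2, the mitochondrial superoxide dismutase, had a log2 change of 2.09 ± 0.15 with E. coli (adjusted p = 5.8e-08) and of 0.32 with pigment (adjusted p = 0.46). EHF, an epithelial ETS transcription factor, and the cytokine gene IL32 had control signals of 2.85 ± 1.17 and 5.51 ± 0.0764, under 11.9, the 20th percentile of all signals, so their rises with E. coli are given only as at least 53.8-fold and 30.6-fold, over that percentile. The call of IL32 with E. coli (adjusted p = 0.024) ended without 5% O2 E. coli replicate 1 (adjusted p = 0.26), 5% O2 E. coli replicate 2 (0.24) or 40% O2 E. coli replicate 2 (0.058). DIO2, which activates thyroid hormone, had 0.87 with pigment (adjusted p = 0.1), and passed after quantile normalization (0.99, adjusted p = 0.016), on the deposited scaling (0.98, adjusted p = 0.017), with the stricter filter (adjusted p = 0.023) and without 5% O2 control replicate 1 (1.10, adjusted p = 0.04). The calcium-binding protein gene CABP1 had a log2 change of 1.27 with E. coli (adjusted p = 0.089), and GALNT15, also known as GALNTL2, of 0.37 (adjusted p = 0.14). C6orf58 was not analysed here. In the limma fit, 3 probe sets were higher with both ligands at 5% O2, against 0.11 if the 2 sets of calls were independent. The 2 comparisons share their control arrays, and 100 simulations of unchanged groups against shared controls gave a mean of 0.06 and at most 2. These simulations held no E. coli response, so they do not show what overlap shared controls would give beside a real one. The overlap was 12 without 5% O2 control replicate 1, 7 without 5% O2 control replicate 2, and 1, MMP1, without 5% O2 pigment replicate 1.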

Table 1 lists the genes (21 genes), whose expression was consistently up-regulated with phagocytosis of both E. coli and pigment. These could largely be clustered into two different categories: (i) genes involved in the immune response such as chemokine ligands (CXCL5, CXCL6), interleukins (IL32, IL33), complement system (C3), and TNFSF11; and (ii) genes involved in cell adhesion and extracellular matrix (ECM) remodeling (MMP1, MMP3, LAMC2, TFPI2). 

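Chemokine and interleukin genes rose as groups with E. coli at 5% O2, and among the ECM-degrading proteases a few rose strongly while most did not pass the test. Of 18 measured chemokines, 15 were higher with E. coli and 0 were lower (16 higher when adjusted over the list alone), with a median log2 change of 3.67 (camera, adjusted p = 4.9e-31, and adjusted p = 0.0051 with an estimated correlation). CCL20, which attracts dendritic cells and lymphocytes, rose from 4.45 ± 0.077, under the 20th percentile of all signals (11.9), to 2190 ± 230 (SD, n = 2 arrays), and CXCL8, which attracts neutrophils, from 3300 ± 713 to 34600 ± 1560. Of 17 interleukins and cytokines, 14 were higher and 0 were lower (15 higher when adjusted over the list alone, camera adjusted p = 6.3e-21, and adjusted p = 0.0051 with an estimated correlation). IL6, a main cytokine of inflammation, rose from 668 ± 23.2 to 14800 ± 1380, a log2 change of 4.46 ± 0.15 (SE, adjusted p = 8.9e-12). Of 33 ECM-degrading proteases, 5 were higher and 1 was lower with E. coli (5 and 1 when adjusted over the list alone, camera adjusted p = 2.5e-05, and adjusted p = 0.13 with an estimated correlation). The 5 were MMP1, MMP3, the macrophage elastase gene MMP12, the cathepsin gene CTSS and ADAMTS6, and the 1 was MMP16. A second ADAMTS6 probe set, at 0.13, was not called. MMP1 rose from 6570 ± 314 to 26500 ± 664, a log2 change of 2.01 ± 0.10 (adjusted p = 5.4e-10), and MMP3 from 574 ± 103 to 7250 ± 588, a log2 change of 3.66 ± 0.12 (adjusted p = 8.9e-12). MMP12, which degrades elastin, rose from 431 ± 22.4 to 5460 ± 47.8, and CTSS, a lysosomal protease that also acts outside cells, from 65.8 ± 10.3 to 1250 ± 100. The gelatinase genes MMP2 and MMP9 had log2 changes of 0.31 (adjusted p = 0.049) and 0.21 (adjusted p = 0.82), under the fold limit, and a second, dimmer MMP2 probe set had -1.46 and was not called. With pigment, 2 of the 33 proteases were higher, MMP1 and MMP3, and 0 were lower (2 higher when adjusted over the list alone, camera adjusted p = 0.011, and adjusted p = 0.71 with an estimated correlation). MMP1 and MMP3 were in this list because the paper had picked them from these arrays, so their share of its count is not independent evidence. Of 10 inhibitors of matrix proteolysis, 2 were higher with E. coli, TFPI2 and TFPI, and 1 was lower, TIMP4 (2 and 1 when adjusted over the list alone, camera adjusted p = 0.03, and adjusted p = 0.42 with an estimated correlation). TIMP1, TIMP2 and TIMP3, the main inhibitors of matrix metalloproteinases, had log2 changes of 0.13, 0.03 and 0.08 with E. coli (adjusted p = 0.51, 0.91 and 0.67). TIMP4 had a log2 change of -1.09 and an adjusted p of 0.041, which rose to 0.21 and 0.076 without 5% O2 control replicates 1 and 2, 0.34 without 5% O2 E. coli replicate 1, 0.055 and 0.053 without 5% O2 pigment replicates 1 and 2, 0.053 and 0.052 without 40% O2 control replicates 1 and 2, and 0.051 without 40% O2 pigment replicate 2. With pigment, 0 of the 10 inhibitors were called (1 higher when adjusted over the list alone, camera adjusted p = 0.12). Chemokines and interleukins were called in 0 cases with pigment (0 and 2 when adjusted over the list alone, camera adjusted p = 0.011 and 0.00052, and adjusted p = 0.71 and 0.47 with an estimated correlation).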

Genes consistently down-regulated with phagocytosis were more heterogeneous (10 genes, Table 2) and could not be clustered into known biological categories.

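EDN3, AQP1, WFDC1, TSPAN18, HSD17B6, ARAP2 and ANKRD6 fell with E. coli at 5% O2, and with pigment they had negative log2 changes that did not pass the test. EDN3, which encodes the vasoactive peptide endothelin 3, went from a signal of 782 ± 97.4 to 167 ± 83.4 with E. coli (SD, n = 2 arrays), a log2 change of -2.32 ± 0.27 (SE, adjusted p = 2.5e-05), and had -0.67 with pigment (adjusted p = 0.42). AQP1, a water channel of TM cells, went from 820 ± 5.16 to 249 ± 18.9 with E. coli, a log2 change of -1.73 ± 0.21 (adjusted p = 2.7e-05), and had -0.64 with pigment (adjusted p = 0.33). WFDC1, a secreted protein with a protease inhibitor domain, went from 878 ± 26.6 to 376 ± 26.4 with E. coli, and had -0.69 with pigment (adjusted p = 0.15). ANKRD6 had a log2 change of -1.13 ± 0.17 with E. coli (adjusted p = 3e-04) and of -0.39 with pigment (adjusted p = 0.45). TSPAN18, a tetraspanin, had -1.60 with E. coli (adjusted p = 0.001), with a second probe set at -0.78 that was not called. The steroid dehydrogenase gene HSD17B6 had -1.38 (adjusted p = 0.0038), and -1.06 with an adjusted p of 0.069 without 5% O2 control replicate 1. ARAP2, which regulates Arf GTPases, had -2.23 ± 0.51 from a dim control signal of 112 ± 29.8 (adjusted p = 0.0095), with an adjusted p of 0.075 without 5% O2 control replicate 2 and 0.071 without 5% O2 E. coli replicate 2. FGFR3 had -0.48 with E. coli (adjusted p = 0.58) and -0.77 with pigment (adjusted p = 0.56). KCNN2 and H19, the other genes of Table 2, were not analysed here. With pigment, limma called 0 of these 8 genes, 5 passed at an unadjusted p under 0.05 and the fold limit, 6 with the methods' test over the 6 groups, run without the paper's error model, without adjustment and 0 with its Bonferroni adjustment. Of 15 measured genes of the TM and outflow pathway, 2 were lower with E. coli, EDN3 and AQP1, and 0 were higher (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.74). Over all probe sets, 0 were called lower with both ligands at 5% O2, and 118 at an unadjusted p under 0.05. That 0 became 3 with the stricter filter, 2 in a fit of the 4 arrays alone, and 1 each with the offset, with the replicate number as a block, with the Bonferroni adjustment and without 5% O2 pigment replicate 2. Across all tested probe sets, which are not independent replicates, the 2 responses had a correlation of 0.37 and a covariance of 0.0934, with 0.5 and 0.0599 in simulations of unchanged groups that share control arrays.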

**Table 1:** Genes Significantly Upregulated (>1.5 fold, p<0.05) in HTM Cells Phagocytically Challenged Under Physiological Conditions.

Gene Title	Gene Symbol	UniGene ID	*E. coli*		*Pigment*		Chromosomal Location
			Fold	pValue	Fold	pValue	
acyl-CoA synthetase long-chain family member 4	ACSL4	Hs.268785	3.01	0.009	1.49	0.017	chrXq22.3-q23
calcium binding protein 1	CABP1	Hs.458482	2.62	0.022	1.46	0.039	chr12q24.31
chemokine (C-X-C motif) ligand 5	CXCL5	Hs.89714	54.52	0.002	1.46	0.004	chr4q12-q13
chemokine (C-X-C motif) ligand 6 (granulocyte chemotactic protein 2)	CXCL6	Hs.164021	5.30	0.008	1.51	0.014	chr4q21
chromosome 6 open reading frame 58	C6orf58	Hs.226268	1.64	0.021	1.47	0.038	chr6q22.33
complement component 3	C3	Hs.529053	10.59	0.003	1.48	0.006	chr19p13.3-p13.2
deiodinase, iodothyronine, type II	DIO2	Hs.202354	3.83	0.004	1.92	0.006	chr14q24.2-q24.3
ets homologous factor	EHF	Hs.653859	3.05	0.019	1.49	0.034	chr11p12
interleukin 32	IL32	Hs.943	6.20	0.004	1.56	0.006	chr16p13.3
interleukin 33	IL33	Hs.348390	22.50	0.002	2.16	0.004	chr9p24.1
kynureninase (L-kynurenine hydrolase)	KYNU	Hs.470126	7.34	0.007	1.75	0.013	chr2q22.2
laminin, gamma 2	LAMC2	Hs.591484	1.97	0.026	1.47	0.046	chr1q25-q31
matrix metallopeptidase 1 (interstitial collagenase)	MMP1	Hs.83169	4.61	0.003	1.98	0.006	chr11q22.3
matrix metallopeptidase 3 (stromelysin 1, progelatinase)	MMP3	Hs.375129	11.20	0.004	2.09	0.006	chr11q22.3
six transmembrane epithelial antigen of the prostate 1	STEAP1	Hs.61635	6.03	0.003	1.53	0.005	chr7q21
solute carrier family 39 (zinc transporter), member 8	SLC39A8	Hs.288034	11.27	0.003	1.50	0.006	chr4q22-q24
stanniocalcin 1	STC1	Hs.25590	12.64	0.002	1.51	0.003	chr8p21-p11.2
superoxide dismutase 2, mitochondrial	SOD2	Hs.487046	24.05	0.004	1.56	0.006	chr6q25.3
tissue factor pathway inhibitor 2	TFPI2	Hs.438231	8.15	0.007	1.81	0.012	chr7q22
tumor necrosis factor (ligand) superfamily, member 11	TNFSF11	Hs.333791	2.72	0.005	1.87	0.009	chr13q14
UDP-N-acetyl-alpha-D-galactosamine∶polypeptide N-acetylgalactosaminyltransferase-like 2	GALNTL2	Hs.411308	1.54	0.012	1.59	0.022	chr3p24.3

**Table 2:** Genes Significantly Downregulated (>1.5 fold, p<0.05) in HTM Cells Phagocytically Challenged Under Physiological Condition.

Gene Title	Gene Symbol	UniGene ID	*E. coli*		*Pigment*		Chromosomal Location
			Fold	pValue	Fold	pValue	
WAP four-disulfide core domain 1	WFDC1	Hs.36688	2.22	0.002	1.58	0.004	chr16q24.3
Tetraspanin 18	TSPAN18	Hs.385634	2.19	0.003	1.77	0.006	chr11p11.2
potassium intermediate/small conductance calcium-activated channel, subfamily N, member 2	KCNN2	Hs.98280	2.00	0.028	1.48	0.050	chr5q22.3
hydroxysteroid (17-beta) dehydrogenase 6 homolog (mouse)	HSD17B6	Hs.524513	2.52	0.013	1.51	0.023	chr12q13
H19, imprinted maternally expressed transcript (non-protein coding)	H19	Hs.533566	4.04	0.002	1.47	0.004	chr11p15.5
fibroblast growth factor receptor 3	FGFR3	Hs.1420	1.58	0.010	1.61	0.019	chr4p16.3
endothelin 3	EDN3	Hs.1408	5.78	0.004	1.46	0.006	chr20q13.2-q13.3
ArfGAP with RhoGAP domain, ankyrin repeat and PH domain 2	ARAP2	Hs.479451	2.27	0.011	1.52	0.020	chr4p14
aquaporin 1 (Colton blood group)	AQP1	Hs.76152	2.99	0.006	1.51	0.012	chr7p14
ankyrin repeat domain 6	ANKRD6	Hs.702213	1.99	0.015	1.82	0.027	chr6q14.2-q16.1

Changes in gene expression of selected genes were quantified by qPCR (Figure 2, black bars). With the exemption of LAMC2, which showed a slight but non-statistically significant up-regulation, quantitative PCR validated the results obtained from microarray analysis. In addition, differential expression of MMP1, MMP3, and TNFSF11 in response to phagocytic challenge was further confirmed in porcine TM cells (Figure 3, black bars). These changes occurred as early as one day post-challenge in E.coli-treated cells, but later (day 3) in the cultures exposed to pigment (Figure S1). Summary of the expression levels obtained in the qPCR experiments are included as Supporting Information (Table S5).

**Figure 2:**
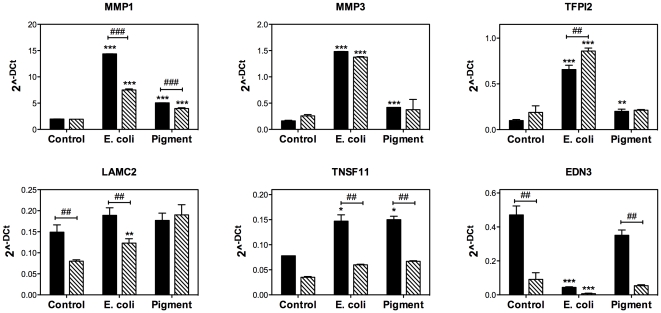
Quantitative real-time PCR confirmation of selected genes with differential expression in phagocytically challenged human TM cells under physiological (black bars) and oxidative stress (stripped bars) conditions. The expression levels were calculated using the formula 2^−ΔCt^, where ΔCt = Ct_gene_−Ct _average housekeeping_. β-Actin, GAPDH, and HPRT1 served as internal standard for normalization. Values represent mean ± SD. (*) compares phagocytically challenged versus control cultures; (^#^) compares oxidatively stressed versus cultures grown under physiological conditions. *, ^#^ p<0.05, **, ^##^ p<0.005, ***, ^###^ p<0.0005 (t-test, n = 3).

**Figure 3:**
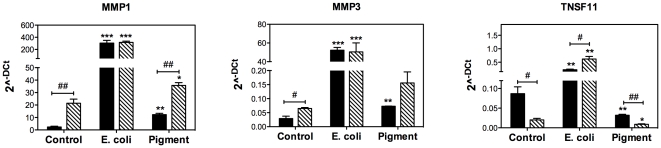
Quantitative real-time PCR confirmation of selected genes with differential expression in phagocytically challenged porcine TM cells under physiological (black bars) and oxidative stress (stripped bars) conditions. The expression levels were calculated using the formula 2^−ΔCt^, where ΔCt = Ct_gene_−Ct _average housekeeping_. β-Actin, GAPDH, and HPRT1 served as internal standard for normalization. Values represent mean ± SD. (*) compares phagocytically challenged versus control cultures; (^#^) compares oxidatively stressed versus cultures grown under physiological conditions. *, ^#^ p<0.05, **, ^##^ p<0.005, ***, ^###^ p<0.0005 (t-test, n = 3).

### Functional Network Analysis of Gene Expression Changes in Phagocytically Challenged human TM Cells

To identify potential pathways and regulatory elements associated with changes in gene expression induced by phagocytosis in human TM cells, gene lists obtained from microarray analysis were further analyzed using the pathway analysis and data mining software MetaCore (GeneGo). Table 3 summarizes the top pathways and networks identified in human TM cells subjected to phagocytic stress. Collectively, functional network analysis of microarray data showed an enrichment in the immune response and cell adhesion/ECM remodeling pathways in phagocytically challenged human TM cells. In addition, SP1 and NF-κB were identified as the transcription factors most likely to be differentially active and responsible for the changes in gene expression upon phagocytosis (Figure 4).

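With E. coli at 5% O2, genes of IL-17 signalling rose as a group, complement and Toll-like receptor genes changed in a few members, and the structural genes of the matrix changed in both directions. Of 24 measured genes of IL-17 signalling, 17 were higher and 0 were lower (17 when adjusted over the list alone), with a median log2 change of 3.37 (camera, adjusted p = 2.5e-38, and adjusted p = 0.0093 with an estimated correlation). CXCL3 and CXCL2, chemokines for neutrophils, had log2 changes of 5.30 and 5.16 (adjusted p = 8.9e-12 each). Of 16 complement genes, 2 were higher and 1 was lower (3 and 1 when adjusted over the list alone, camera adjusted p = 8.1e-05, and adjusted p = 0.13 with an estimated correlation). CFB, the protease of the alternative pathway, rose from a signal of 346 ± 0.792 to 7120 ± 280 (SD, n = 2 arrays), with C3 as the other riser, and C5 fell by 1.06 on the log2 scale (adjusted p = 0.00084). Of 25 genes of TLR and NF-kB signalling, 7 were higher and 0 were lower (9 higher when adjusted over the list alone, camera adjusted p = 1.5e-05, and adjusted p = 0.13 with an estimated correlation). TLR3, a sensor of double-stranded RNA, had a log2 change of 1.48 (adjusted p = 1.4e-05), and IRAK3, which restrains the pathway, of 1.57 (adjusted p = 2e-04). Of 36 genes of collagens and elastic fibres, 3 were higher and 3 lower (3 and 3 when adjusted over the list alone, camera adjusted p = 0.9). FBN2, a microfibril protein, had a log2 change of -1.22 (adjusted p = 4.5e-06, with a second probe set at -0.27 that was not called) and COL11A1 of -1.15 (adjusted p = 0.00099). Of 35 matrix glycoproteins, proteoglycans and laminins, 2 were higher, AGRN and HAS2, and 4 lower (3 and 4 when adjusted over the list alone, camera adjusted p = 0.96). AGRN, a heparan sulfate proteoglycan of basement membranes, had a log2 change of 1.52 (adjusted p = 0.00014), and OGN, a small collagen-binding proteoglycan, of -1.15 (adjusted p = 2.1e-07). Of 27 adhesion genes, 5 were higher and 2 lower (5 and 2 when adjusted over the list alone, camera adjusted p = 0.12). VCAM1, a receptor for leukocytes, rose from 1650 ± 23.1 to 6880 ± 208, and the integrin gene ITGA2, part of a collagen receptor, by 1.46 (adjusted p = 2.7e-06). With pigment at 5% O2, 2 of the 24 IL-17 genes were higher, MMP1 and MMP3, which the list holds because of this paper (2 when adjusted over the list alone, camera adjusted p = 8.1e-08, and adjusted p = 0.53 with an estimated correlation). In limma, 0 members of the complement, TLR, collagen, glycoprotein and adhesion lists were called with pigment (0 in each when adjusted over the list alone, camera adjusted p = 0.18, 0.93, 0.27, 0.93 and 0.94). Camera used a preset correlation of 0.01 between genes, with adjustment over all 34 lists.

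**Figure D1:**
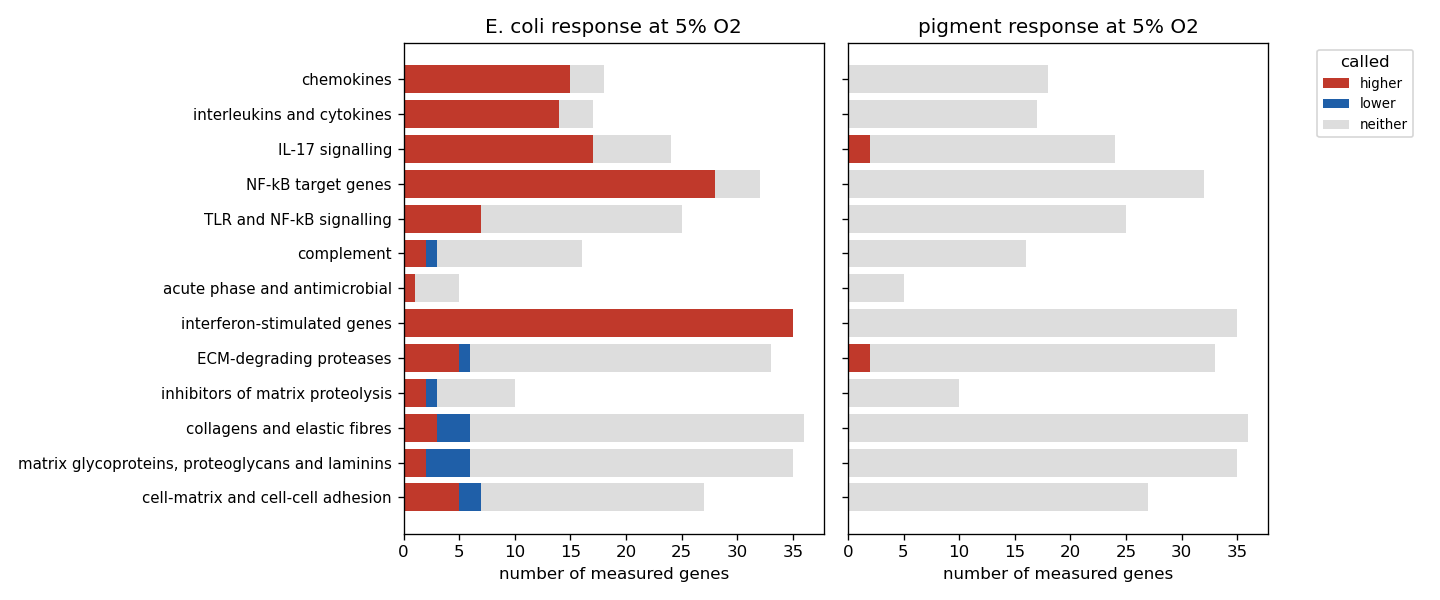
Number of genes higher, lower or neither in 13 gene lists with E. coli and with pigment at 5% O2, with each bar as long as the number of measured members. With pigment the called members are 2 each in the IL-17 and protease lists, MMP1 and MMP3.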

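NF-kB target genes rose nearly as a whole with E. coli at 5% O2. Of 32 measured targets, 28 were higher and 0 were lower (28 when adjusted over the list alone), with a median log2 change of 2.36 (camera, adjusted p = 1.3e-50, and adjusted p = 0.0051 with an estimated correlation). NFKBIA, the inhibitor that NF-kB induces as its own brake, rose from a signal of 778 ± 78.8 to 5230 ± 534 (SD, n = 2 arrays), a log2 change of 2.74 ± 0.19 (SE, adjusted p = 4.7e-08). TNFAIP3, another inhibitor of the pathway, rose from 483 ± 75.1 to 6510 ± 590, and ICAM1, an adhesion receptor for leukocytes, from 473 ± 17.9 to 2960 ± 255. With pigment, limma called 0 of the 32 targets (0 when adjusted over the list alone), with a median log2 change of 0.06 (camera, adjusted p = 0.0048, and adjusted p = 0.71 with an estimated correlation; fry, adjusted p = 0.95). NFKBIA had a log2 change of 0.21 with pigment (adjusted p = 0.72) and TNFAIP3 of 0.06. Set against pigment directly, 27 of the 32 targets were higher with E. coli and 0 lower (27 when adjusted over the list alone, camera adjusted p = 1.6e-46, and adjusted p = 0.008 with an estimated correlation). Targets of SP1, a factor of many housekeeping promoters, were not analysed here. The lists were written from general knowledge, so they differ from the networks of the pathway software. From the ranking of transcription factors over its genes changed with E. coli and pigment, the paper proposes that SP1 and NF-kB drive these changes. From the pathways of these genes it reasons to immune response and cell adhesion/ECM remodeling. It also reports, in porcine TM cells, a strong activation of an NF-kB reporter with E. coli and a lesser one with pigment. Blocking NF-kB there lowered the rise of MMP1 and MMP3 with both ligands. The arrays hold no test of either, and a small activation with pigment may go uncalled with 2 arrays a group.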

**Figure 4:**
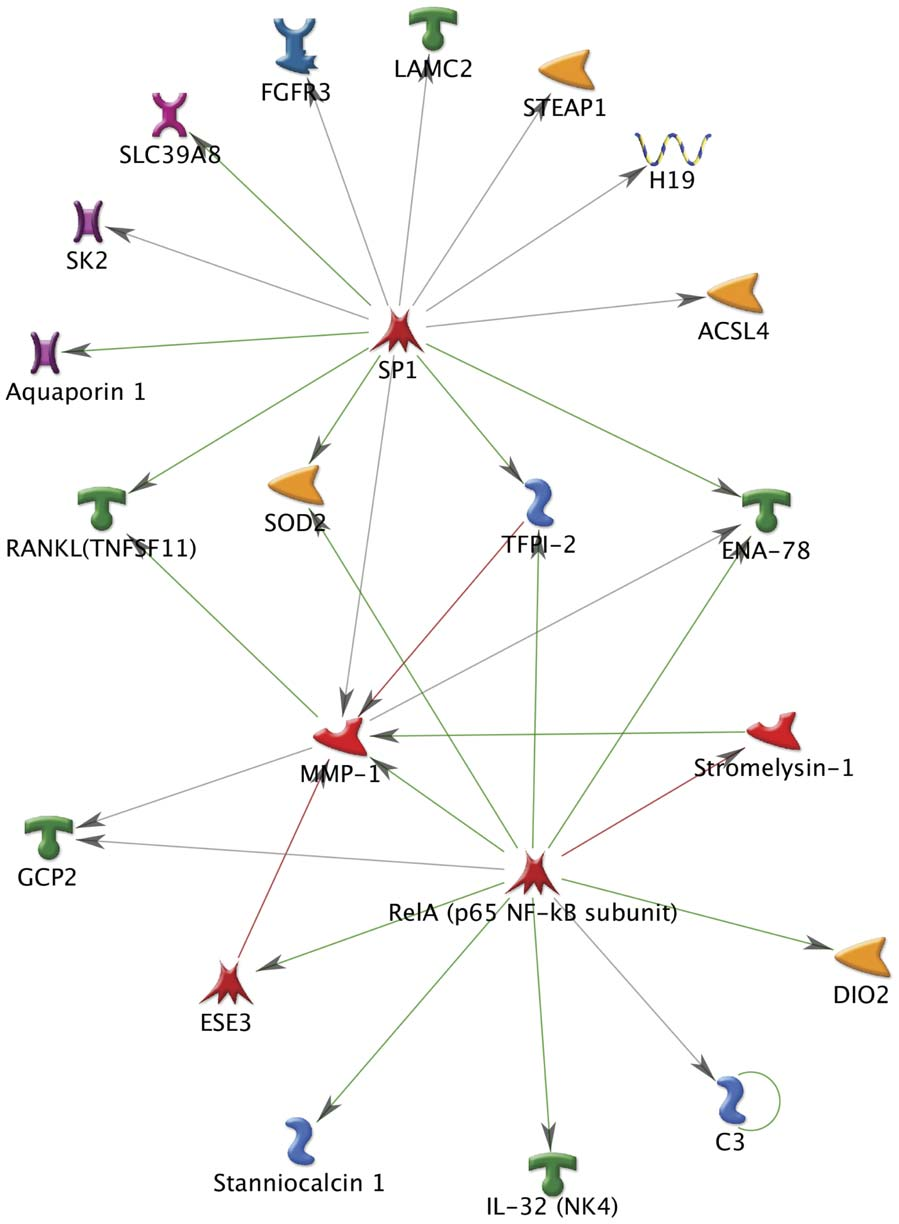
Pathway analysis of the genes showing changes in expression higher than 1.5 fold (p<0.05) in human TM cells phagocitically challenged to E.coli and pigment. NF-kB and SP1 were identified as the transcription factors with the highest ranking in terms of P-value and gene ontology interpretation.

**Table 3:** Top Pathways Identified in Phagocytically Challenged TM Cells Using GeneGo Metacore Analysis.

Name	pValue
Immune response_Complement pathway	3.95E-10
Immune response_IL-17 signaling pathways	3.27E-07
Cell adhesion_Chemokines and adhesion	1.99E-03
Cell adhesion_Cell-matrix glycoconjugates	4.14E-03
Cell adhesion_ECM remodeling	7.65E-03
Inflammation_Complement system	2.93E-06
Immune response_Th17-derived cytokines	1.25E-05
Proteolysis_ECM remodeling	2.47E-03
Immune response_Phagocytosis	5.17E-03
Proteolysis_Connective tissue degradation	6.38E-03
Inflammation_Innate inflammatory response	2.02E-02
Cell adhesion_Cell-matrix interactions	3.04E-02
Rupture	5.07E-13
Encephalomyelitis, Autoimmune, Experimental	1.71E-12
Nervous System Autoimmune Disease, Experimental	1.71E-12
Cicatrix, Hypertrophic	3.39E-11
Hemolytic-Uremic Syndrome	2.44E-10
Encephalomyelitis	4.54E-10
Polycystic Ovary Syndrome	7.06E-10
Central Nervous System Infections	8.67E-10
Inflammation	8.99E-10

### Comparative Gene Expression Profile of Human TM Cells Phagocytically Challenged Under Physiological and Oxidative Stress Conditions

Oxidative damage is believed to play a major role in the pathogenesis of primary open angle glaucoma (POAG) [18]–[21]. 

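The experiment at 40% O2, the oxidative stress condition of the paper, has another 6 arrays: 2 of control TM cells, 2 with E. coli and 2 with pigment, after 2 weeks of growth at that oxygen level. They were made, scaled and tested as the arrays at 5% O2, and both challenges were compared with the control cells at 40% O2. Array medians before scaling were 66.2 to 72 at 40% O2 and 60.4 to 69.4 at 5% O2. Replicates of a group had correlations of 0.97042 to 0.97402 in log2 signal across the tested probe sets. Whether a response differed between the oxygen levels was tested as an interaction in the same limma fit. The effect of oxygen itself was tested between the control cells at 40% and at 5% O2. The interval of challenge is stated as at 5% O2, with 2 days in the methods and 3 in the results.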

To investigate the potential effect of oxidative stress in phagocytosis, we conducted gene expression profile analysis in confluent cultures of human TM cells grown for two weeks under 40% O_2_ and then challenged for three days either to pHRodo-labeled E. coli or to pigment.

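Under 40% O2, E. coli raised antiviral, chemokine and NF-kB target genes in TM cells, along with the metallothioneins. All 35 measured interferon-stimulated genes were higher and 0 lower (35 when adjusted over the list alone), with a median log2 change of 2.56 (camera, adjusted p = 6.7e-86, and adjusted p = 0.0038 with an estimated correlation). IFI44L, an interferon-induced gene, rose from a signal of 68.3 ± 12.4 to 4390 ± 518 (SD, n = 2 arrays), a log2 change of 5.97 ± 0.20 (SE, adjusted p = 2.1e-11), and OAS2, which makes the activator of an antiviral RNase, by 5.68 (adjusted p = 1.8e-09). Of 18 chemokines, 14 were higher and 0 lower (15 higher when adjusted over the list alone, camera adjusted p = 2.9e-38, and adjusted p = 0.0038 with an estimated correlation). CCL2, which attracts monocytes, rose from 1130 ± 118 to 21300 ± 66.9, a log2 change of 4.19 (adjusted p = 8.6e-12). Of 17 interleukins and cytokines, 11 were higher and 0 lower (11 when adjusted over the list alone, camera adjusted p = 1.3e-20, and adjusted p = 0.004 with an estimated correlation), with IL6 rising from 454 ± 15.1 to 6850 ± 237. The IL-17 list had 17 of 24 members higher and 0 lower (17 when adjusted over the list alone, camera adjusted p = 5.6e-47, and adjusted p = 0.0054 with an estimated correlation), and the NF-kB list 24 of 32 and 0 (26 higher when adjusted over the list alone, camera adjusted p = 3.9e-60, and adjusted p = 0.0038 with an estimated correlation). All 7 metallothioneins were higher (7 when adjusted over the list alone, camera adjusted p = 6.9e-17, and adjusted p = 0.045 with an estimated correlation), with MT1X rising from 5340 ± 1250 to 14900 ± 134. Of 25 HIF target genes, 4 were higher and 0 lower (5 higher when adjusted over the list alone, camera adjusted p = 1.9e-12, and adjusted p = 0.2 with an estimated correlation), CA12 among them from 3350 ± 105 to 8630 ± 688. Of 33 ECM-degrading proteases, 5 were higher and 1 lower (5 and 1 when adjusted over the list alone, camera adjusted p = 9.6e-06, and adjusted p = 0.15 with an estimated correlation). MMP12 rose from 785 ± 7.36 to 7230 ± 35.8 and CTSS from 86.4 ± 0.406 to 931 ± 21. Of 36 collagens and elastic fibre genes, 2 were higher and 3 lower (2 and 3 when adjusted over the list alone, camera adjusted p = 0.45), and of 35 matrix glycoproteins, proteoglycans and laminins, 4 and 2 (4 and 2 when adjusted over the list alone, camera adjusted p = 0.82). COL8A1, a short-chain collagen, had a log2 change of 0.94 (adjusted p = 5.4e-06, with a second probe set at 0.57 that was not called) and COL8A2, its partner chain, of -1.09 (adjusted p = 0.00048). In limma, 667 probe sets were higher and 416 lower (379 and 219 genes), of which 395 and 110 changed over 2-fold, and 1162 and 1110 passed at an unadjusted p under 0.05. Without 40% O2 control replicate 1 there were 582 higher and 268 lower, and without 40% O2 control replicate 2 there were 613 and 248. The methods' test over the 6 groups, run without the paper's error model, gave 975 and 732 without adjustment and 49 and 3 with its Bonferroni adjustment, and the methods' t-test after Benjamini-Hochberg adjustment gave 0 in total.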

Nine hundred seventy-six and 383 genes were significantly up-regulated and down-regulated, respectively, more than 1.5-fold in TM cells phagocytically challenged to E. coli (Table S6 and Table S7 list genes with fold change >2). Similarly to what we observed under physiological conditions, a lower number of genes were differentially expressed upon phagocytosis of pigment particles (23 genes and 12 genes significantly up-regulated and down-regulated, respectively, more than 1.5 fold, Table S8 and Table S9).

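With pigment at 40% O2, MMP1 and MMP3 were again the genes called higher. TNFSF11 and KYNU had larger log2 changes than MMP1 but passed only without adjustment. MMP1 was at a signal of 8740 ± 416 against 4970 ± 226 in control cells (SD, n = 2 arrays), a log2 change of 0.82 ± 0.10 (SE, adjusted p = 0.0061), and MMP3 at 1450 ± 74.2 against 713 ± 55.7, a log2 change of 1.02 ± 0.12 (adjusted p = 0.0061). With an eBayes fit that ignores the signal level their adjusted p-values were 0.2 and 0.19. The call that fell was GPRC5D, an orphan receptor gene with a dim signal, from 136 ± 3.03 to 12.6 ± 1.41 (log2 change -3.44 ± 0.47, adjusted p = 0.017). Its adjusted p was 0.056 without 5% O2 control replicate 2, 0.076 without 40% O2 control replicate 1, 0.11 without 40% O2 control replicate 2, 0.071 without 40% O2 pigment replicate 1 and 0.25 in a fit of the 4 arrays alone. Of 33 ECM-degrading proteases, MMP1 and MMP3 were higher with pigment and 0 lower (2 higher when adjusted over the list alone, camera adjusted p = 0.00045, and adjusted p = 0.47 with an estimated correlation). Of 35 interferon-stimulated genes, 18 chemokines, 32 NF-kB targets and 26 lysosome genes, limma called 0 with pigment (1, 0, 0 and 0 when adjusted over the list alone). Camera gave adjusted p-values of 0.2, 0.87, 0.22 and 3.3e-07 for these 4 lists, the last with a median log2 change of 0.14 and adjusted p = 0.69 with an estimated correlation. The direct comparison of E. coli and pigment at 40% O2 had 663 probe sets higher and 401 lower with E. coli, or 645 and 147 without 40% O2 pigment replicate 2. Of the 35 interferon-stimulated genes, 34 were higher with E. coli than with pigment and 0 lower (35 higher when adjusted over the list alone, camera adjusted p = 5.8e-87, and adjusted p = 0.0037 with an estimated correlation). MMP3 was higher with E. coli than with pigment by 2.06 ± 0.12 (adjusted p = 1.4e-08) and MMP1 by 0.87 ± 0.10 (adjusted p = 2.1e-05). For pigment against control, limma called 2 probe sets higher and 1 lower, and 365 and 367 passed at an unadjusted p under 0.05. With the methods' test over the 6 groups, run without the paper's error model, there were 227 and 230, with its Bonferroni adjustment 4 and 1, and with the methods' t-test 187 and 170 without adjustment. These calls became 17 higher and 1 lower without 40% O2 control replicate 1, 10 and 0 without 40% O2 control replicate 2, 2 and 4 without 40% O2 pigment replicate 1, 3 and 17 without 40% O2 pigment replicate 2, 2 and 0 without 5% O2 control replicate 2, and 2 and 2 without 5% O2 pigment replicate 1. With both ligands at 40% O2, 2 probe sets were higher, those of MMP1 and MMP3, and 0 lower, against 0.046 higher if the calls were independent. In 100 simulations of unchanged groups against shared controls the mean was 0.03 and the highest 1. These simulations held no E. coli response either, so the same limit applies. At an unadjusted p under 0.05 there were 137 and 51 with both ligands, and with the Bonferroni adjustment 4 and 0. This overlap was 17 without 40% O2 control replicate 1, 10 without 40% O2 control replicate 2, 4 without 40% O2 pigment replicate 2 (3 higher and 1 lower) and 0 with an eBayes fit that ignores the signal level.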

Comparative analysis narrowed to six the number of genes commonly up-regulated or down-regulated (>1.5 fold, p<0.05) upon phagocytosis of E. coli and pigment particles under physiological and oxidative stress conditions (Figure 5, Table 4). 

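MMP1 and MMP3 were higher with both ligands at both oxygen levels, and TNFSF11, DIO2 and KYNU were higher with E. coli at both levels. By their brightest probe sets, TNFSF11, DIO2 and KYNU had positive log2 changes with pigment that did not pass the test. With E. coli at 40% O2, MMP1 rose to a signal of 16500 ± 1050 (SD, n = 2 arrays), a log2 change of 1.69 ± 0.10 (SE, adjusted p = 6e-09), and MMP3 to 6240 ± 479, a log2 change of 3.09 ± 0.12 (adjusted p = 9.1e-11). TNFSF11, which encodes the cytokine RANKL that drives osteoclast formation, went from 236 ± 30 to 659 ± 10.6 with E. coli at 5% O2 (log2 change 1.48 ± 0.21, adjusted p = 0.00021). At 40% O2 it went from 72.6 ± 2.45 to 245 ± 60 with E. coli (log2 change 1.69, adjusted p = 9e-05). With pigment, TNFSF11 was at 435 ± 35.6 at 5% O2 and at 169 ± 8.15 at 40% O2, log2 changes of 0.77 (adjusted p = 0.26) and 1.22 (adjusted p = 0.15). Its second probe set had log2 changes of 1.65 and 0.84 with E. coli at 5% and 40% O2 and was not called. DIO2, the deiodinase that activates thyroid hormone, rose from 528 ± 72.9 to 1830 ± 101 with E. coli at 5% O2 (log2 change 1.79 ± 0.16, adjusted p = 1.2e-06), and by 1.43 at 40% O2 (adjusted p = 2.5e-05). With pigment at 40% O2 its log2 change was 0.18 (adjusted p = 1). KYNU, kynureninase, rose from 113 ± 16.9 to 664 ± 81.8 with E. coli at 5% O2 (log2 change 2.55 ± 0.23, adjusted p = 9.7e-07) and by 2.72 at 40% O2 (adjusted p = 6.9e-07). With pigment KYNU had 0.45 at 5% O2 (adjusted p = 0.5) and 1.11 at 40% O2 (adjusted p = 0.25). Some dimmer probe sets, of DIO2 at 40% O2 and of KYNU at 5% O2, were lower with pigment than in control cells, within their spread. Others of these genes were higher there, as was the second TNFSF11 probe set at both levels. KCNN2, the potassium channel gene of Table 4, was not analysed here. In limma, 2 probe sets were higher in all 4 comparisons, those of MMP1 and MMP3, and 0 were lower. The comparisons share control arrays, and 100 simulations of unchanged groups against shared controls gave 0 at most, with 1.8e-07 higher if the calls were independent. With no E. coli response in the simulations, they do not give the overlap to expect from shared controls beside a real one. At an unadjusted p under 0.05, 8 and 3 passed all 4. With the methods' test over the 6 groups, run without the paper's error model, and Bonferroni adjustment there were 3 and 0. Without 5% O2 pigment replicate 1, MMP3 had an adjusted p over the threshold with pigment at 5% O2, and 1 probe set remained in all 4. With an eBayes fit that ignores the signal level, MMP1 had adjusted p-values of 0.15 and 0.2 with pigment at 5% and 40% O2 and MMP3 of 0.15 and 0.19.

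**Figure D2:**
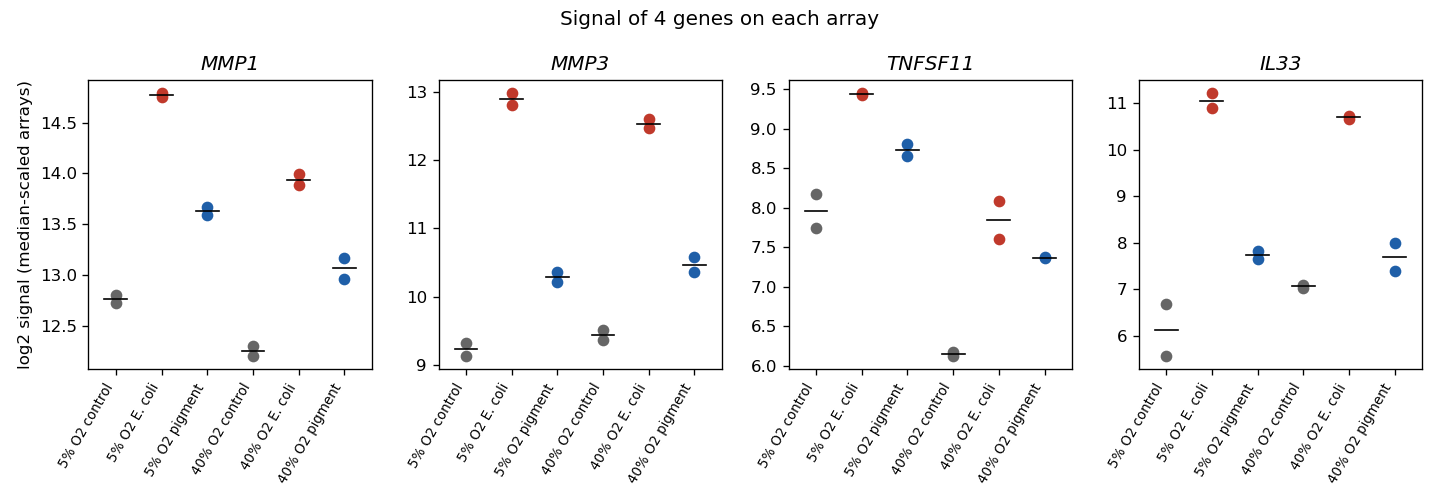
Log2 signal of MMP1, MMP3, TNFSF11 and IL33 on each of the 12 arrays, by oxygen level and challenge, with points for arrays and black lines for the mean of each group of 2. For MMP1 and MMP3 both pigment arrays lie above both control arrays at each oxygen level.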

Changes in gene expression of MMP1, MMP3, and TNFSF11 were validated by qPCR in both human (Figure 2, stripped bars) and porcine (Figure 3, stripped bars) TM cells. Summary of the expression levels obtained in the qPCR experiments are included as Supporting Information (Table S5).

**Figure 5:**
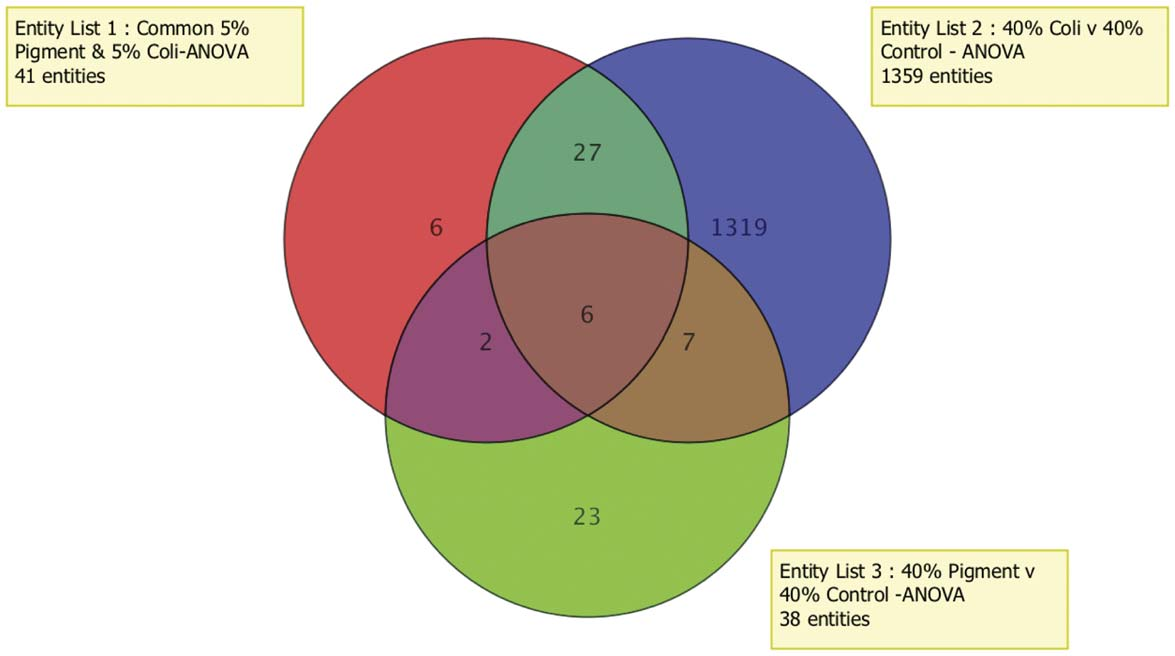
Venn diagram indicating the overlap between genes with differential expression in human TM cells phagocytically challenged with E. coli and pigment under physiological and oxidative stress conditions.

**Table 4:** Common Genes Differentially Expressed (>1.5 fold, p<0.05) in HTM Cells Phagocytically Challenged Under Physiological and Oxidative Stress Conditions.

Gene Title	Gene Symbol	UniGene ID	Reg	5% O2			40% O2		
				Control	E. Coli	Pigment	Control	E. coli	Pigment
deiodinase, iodothyronine, type II	DIO2	Hs.202354	up	−0.26	1.23	0.30	−1.13	0.70	−0.46
matrix metallopeptidase 1 (interstitial collagenase)	MMP1	Hs.83169	up	−0.65	1.54	0.32	−1.11	0.73	−0.27
matrix metallopeptidase 3 (stromelysin 1, progelatinase)	MMP3	Hs.375129	up	−1.16	2.31	−0.10	−0.76	2.04	0.07
tumor necrosis factor (ligand) superfamily, member 11	TNFSF11	Hs.333791	up	−0.03	1.40	0.86	−1.60	0.02	−0.52
kynureninase (L-kynurenine hydrolase)	KYNU	Hs.470126	up	−1.34	1.52	−0.54	−0.35	2.00	0.28
potassium intermediate/small conductance calcium-activated channel, subfamily N, member 2	KCNN2	Hs.98280	down	0.36	−0.63	−0.20	0.89	−0.18	0.20

### Role of NF-kB in the Transcriptional Activation of MMP1 and MMP3

Metacore analysis revealed NF-kB as the most likely transcription factor regulating the transcriptional activation of several genes whose expression is modified upon phagocytosis, including MMP1 and MMP3. Since chronic activation of NF-kB has been reported in the outflow pathway of glaucoma patients [22], we were particularly interested in confirming this data, obtained by bioinformatics algorithms. For this, we first tested the activation of NF-kB following phagocytic challenge using a luciferase reporter assay. As seen in Figure 6A, phagocytic challenge to E. coli significantly triggered a strong NF-kB activation, which reached a plateau after 24 hours (>10 fold). A more discrete activation of NF-kB, (32.5±5.12% at 24 hours) was observed with engulfment of pigment particles. We additionally evaluated the effects of blocking NF-kB activation on the up-regulation of MMP1 and MMP3 upon phagocytosis. For this, porcine TM cells were infected with a recombinant adenovirus containing either LacZ (AdLAcZ) or the dominant negative mutant of IkB (AdDN-IkB). At two days post-infection (d.p.i.) cells were phagocytically challenged with either E. coli or pigment. Expression levels of MMP1 and MMP3 mRNAs were quantified at day three by qPCR. As shown in Figure 6B, repression of NF-kB translocation significantly inhibited the up-regulation of MMP1 and MMP3 in response to phagocytic challenge.

**Figure 6:**
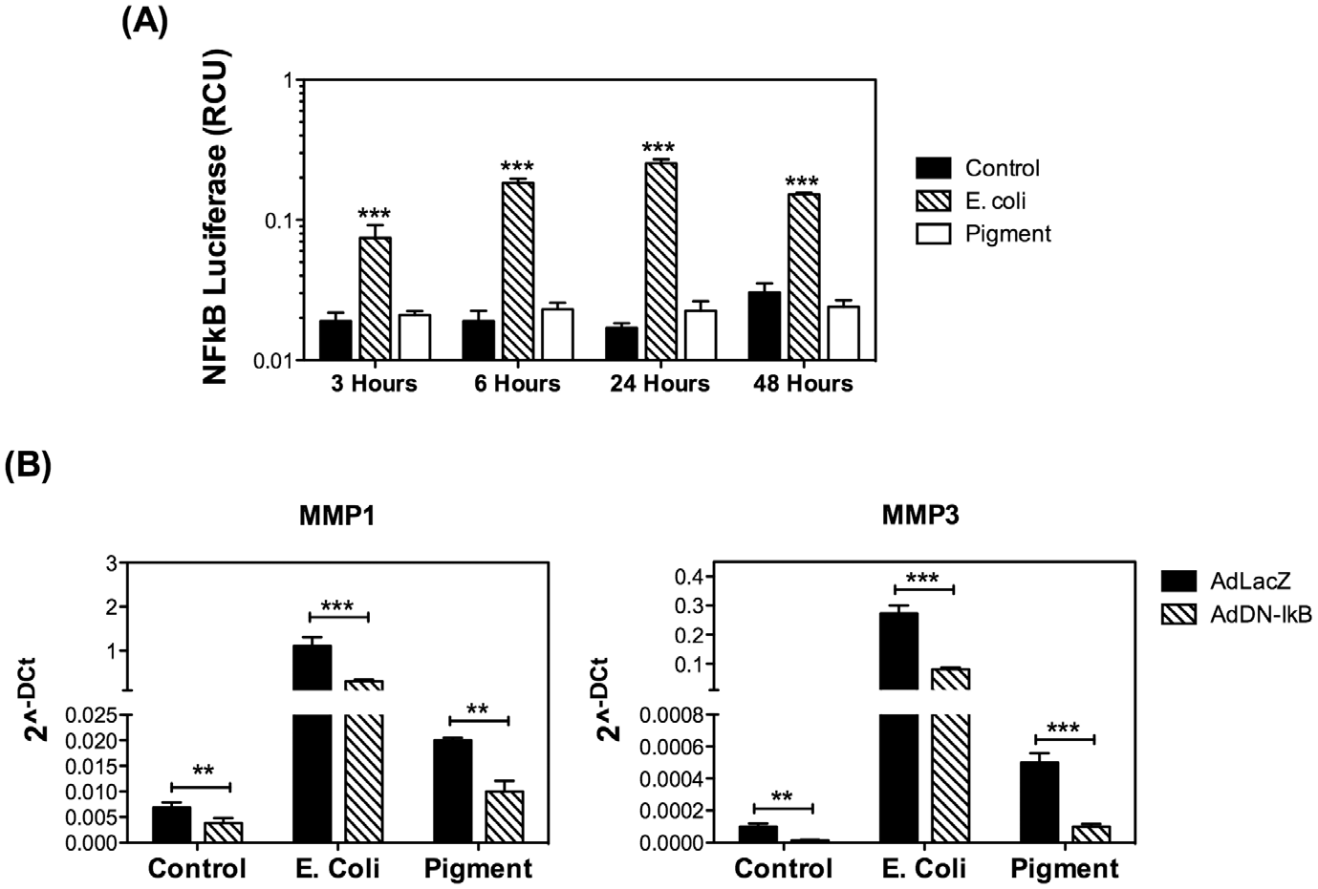
Role of NF-kB in MMP1 and MMP3 upregulation in response to phagocytic challenge. (A) Activation of NF-kB in porcine TM cells phagocytically challenge to E. coli or pigment quantified using a dual luciferase reporter assay. (B) Expression levels of MMP1 and MMP3 mRNAs in porcine TM cells infected with AdLacZ or AdDN-IkB and phagocytically challenged for three days to either E. coli or pigment particles. The expression levels were calculated using the formula 2^−ΔCt^, where Δ_Ct_ = Ct_gene_−Ct _average housekeeping_. β-Actin, GAPDH, and HPRT1 served as internal standard for normalization. Values represent mean ± SD. **p<0.005, ***p<0.0005 (t-test, n = 3).

### Collagenolytic and Caseinolytic Activities in Phagocytically Challenged TM Cells

The proteins coded by MMP1 and MMP3 belong to the matrix metalloproteinases (MMPs) family, a group of zinc-containing endopeptidases that actively participate in the degradation of components of the extracellular matrix (ECM). MMPs have different but overlapping substrate specificity. In particular, MMP1 preferentially cleaves collagen I, whereas MMP3 shows higher specificity for collagen IV [23], [24]. To evaluate whether the observed transcriptional up-regulation of MMP1 and MMP3 might translate into increased collagenolytic activity upon phagocytosis, we monitored the degradation of collagen I and collagen IV in phagocytically challenged porcine TM cells using the quenched fluorescent substrates DQ-collagen I and DQ-collagen IV, respectively. As seen in Figure 7A, phagocytosis of E. coli promoted the degradation of collagen I overtime, demonstrated by the increased in fluorescence resulting from the proteolytic degradation of the substrate. The presence of pigment particles, however, caused a slightly decrease in collagenolytic I activity compared to control. No significant changes in the degradation of collagen IV were observed with any of the phagocytic ligands at the time tested (Figure 7B).

**Figure 7:**
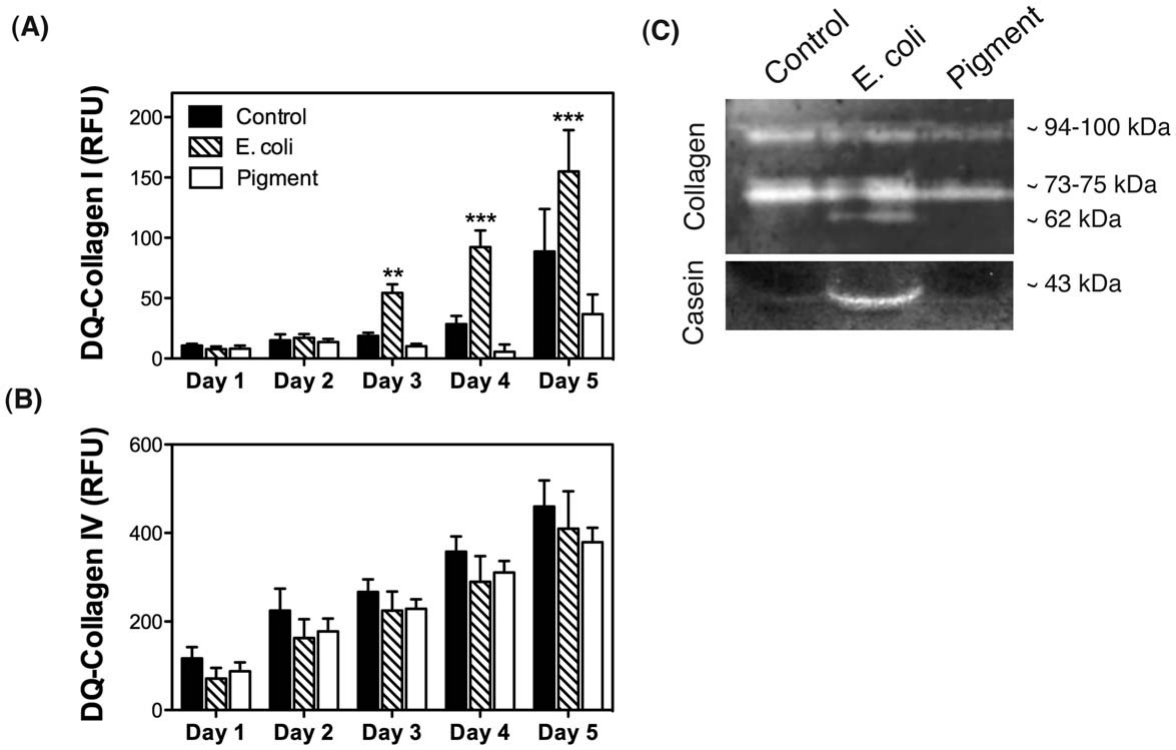
Collagenolytic activity of porcine TM cells phagocytically challenged to E.coli or pigment in the presence of the self-quenched fluorescent substrates DQ-Collagen I (A) or DQ-Collagen IV (B). Values represent mean ± SD. **p<0.005, ***p<0.0005 (t-test, n = 3). (C) Collagenolytic and caseinolytic activities in the culture media of porcine TM cells phagocytically challenged to E.coli or pigment evaluated by in-gel collagen I or casein zymography. Lytic activity is shown as clear bands. Zymograms are representative from three independent experiments.

We additionally checked MMPs expression in the culture media by substrate gel zymography (Figure 7C). Collagen I-zymography revealed two major bands of activity at ∼94–100 kDa and ∼73–75 kDa, which correspond to MMP9 and pro-MMP2, respectively. No difference in quantities between the experimental conditions and the control were observed. An additional band at ∼62 kDa was detected in the cultures exposed to E. coli. This proteolytic activity at ∼62 kDa is referred in the literature as active MMP2 [24]. Casein-zymography identified a lysis band of ∼43 kDa in the culture media of cells phagocytically challenged to E. coli, which is consistent with the molecular weight of active MMP1 [25], [26].

## Discussion

Herein, we report for the first time the differential gene expression profile of cultured TM cells phagocytically challenge to E. coli or pigment under physiological and oxidative stress conditions. Our data show the specific transcriptional up-regulation of MMP1 and MMP3, and increased collagenase activity in cultured TM cells following phagocytosis. Moreover, NF-kB was identified as one of the transcription factor mediating such an up-regulation.

The choice of the phagocytic ligands used in this study was based on our own observations (unpublished data) and data from other investigators. Trabecular meshwork cells have been shown to be capable of ingesting a vast variety of materials, including collagen fragments, melanin granules, fibrin, red blood cells, bacteria, zymosan, colloidal carbon, gold particles and latex microspheres [5]–[11]. Because of the immune privilege of the eye, the conventional outflow pathway is not normally exposed to bacterial or fungal infection, unless in some secondary glaucomas (uveitis glaucoma and glaucoma associated with keratitis). However, E. coli constitutes a widely spread and the most commonly used model to study phagocytosis of biotic substrates in all types of phagocytic cells, including TM cells. Although TM cells do not seem to show a marked preference between phagocytic substrates (opsonized versus non-opsonized, biotic versus non-biotic), a different biological response to foreign particles has been noted by a number of investigators. In general, phagocytosis of biotic degradable material, such as zymosan or E.coli particles, elicited an inflammatory response, whereas ingestion of nondegradable material, such as latex beads or pigment, was observed to alter neither trabecular cell function nor morphology [5], [8], [27]. This is in agreement with the data obtained here.

While comparative gene expression profile and functional network analyses demonstrated the activation of pro-inflammatory pathways in TM cells phagocytically challenged to E. coli, we observed a marked reduction in the number of genes differentially expressed upon phagocytosis of pigment particles. The reason for this differential molecular and biological response is currently unknown. It is possible that despite the fact that cultures were challenged with saturated doses of E. coli or pigment particles, they more efficiently phagocytosed E. coli, resulting in higher differences in gene expression. Electron micrographs showed, however, the presence of great amount of engulfed pigment particles within the cells. A more plausible explanation is that the trabecular cell response to foreign particles may vary with the cellular ingestion mechanisms [5] or with the phagocytic receptor. Supporting this, a recent study has shown that the initial receptor-ligand interactions modulate gene expression and phagosomal properties during both early and late stages of phagocytosis [28]. Similarly, studies in insects have also shown that distinct signaling pathways regulate the phagocytic activity of biotic and abiotic components [29], [30].

We identified a number of genes whose expression resulted significantly up-regulated upon phagocytosis of both pigment particles and E. coli. Enrichment pathway analysis clustered those genes into two main categories: immune response and cell adhesion/ECM remodeling. Since oxidative damage has been linked to the pathogenesis of glaucoma [18]–[21], we also evaluated changes in gene expression in oxidatively stressed TM cells with phagocytosis. 

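Of the 2050 probe sets called with E. coli at 5% O2, 809 had the same call at 40% O2, and 1 gene, SLC16A9, differed by the test of the difference itself. Of the probe sets called with E. coli, 570 were higher at both oxygen levels and 239 lower at both, against 25 and 14 if the calls at the 2 levels were independent. The lower count was 157 without 40% O2 control replicate 2 and 139 without 40% O2 E. coli replicate 1. Across all tested probe sets, which are not independent replicates, the 2 responses had a correlation of 0.53, and no array is shared between them. SLC16A9, of the monocarboxylate transporter family, fell from a signal of 989 ± 28.8 to 227 ± 13.3 with E. coli at 5% O2 (SD, n = 2 arrays), a log2 change of -2.13 ± 0.15 (SE, adjusted p = 4.9e-08). At 40% O2 it was at 612 ± 8.84 in control cells and at 444 ± 64.5 with E. coli, a log2 change of -0.51 (adjusted p = 0.054), and the difference between the 2 changes was 1.62 ± 0.21 (adjusted p = 0.024). Its adjusted p was 0.059 without 5% O2 pigment replicate 1, 0.053 without 5% O2 pigment replicate 2, 0.12 without 40% O2 control replicate 2, 0.25 without 40% O2 E. coli replicate 1, 0.062 with no filter on low signals and 0.12 with an eBayes fit that ignores the signal level, in which the 1 call is another probe set. Of 17 interleukins and cytokines, 0 differed between the levels (2 lower at 40% O2 when adjusted over the list alone), with a median difference of -0.50 (camera, adjusted p = 0.00019, and adjusted p = 0.66 with an estimated correlation). Of 25 HIF target genes also 0 differed (0 when adjusted over the list alone), with a median difference of -0.27 (camera, adjusted p = 2.3e-07, and adjusted p = 0.78 with an estimated correlation). For 32 NF-kB targets the median difference was -0.16, with 0 called (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.13), and for 35 interferon-stimulated genes -0.10, with 0 called (1 lower when adjusted over the list alone, camera adjusted p = 0.0095, and adjusted p = 0.78 with an estimated correlation). Over all probe sets the interaction in limma gave 1 higher and 0 lower, with 479 and 595 at an unadjusted p under 0.05, 450 and 510 with the methods' test over the 6 groups, run without the paper's error model, and 3 and 15 with its Bonferroni adjustment. The count of 1 became 12 without 5% O2 control replicate 1 (2 higher and 10 lower), 5 without 5% O2 control replicate 2 (1 and 4), 3 without 5% O2 E. coli replicate 1, 10 without 5% O2 E. coli replicate 2, 4 without 40% O2 control replicate 1 and 3 without 40% O2 E. coli replicate 2 (1 and 2). It was 0 without either 5% O2 pigment array, 40% O2 control replicate 2 or 40% O2 E. coli replicate 1. The pigment responses at the 2 levels, which also share no array, had a correlation of 0.07 across all tested probe sets, so they were not shown to be alike. For the pigment response, 0 probe sets differed between the levels (652 higher and 332 lower at an unadjusted p under 0.05, 513 and 301 with the methods' test over the 6 groups, 2 and 1 with its Bonferroni adjustment), with a lowest adjusted p of 0.31. That 0 became 1 without 5% O2 control replicate 1, 2 without 5% O2 pigment replicate 2, 6 without 40% O2 control replicate 1 and 4 without 40% O2 pigment replicate 2.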

Cells under oxidative stress demonstrated a slight decrease in the number of genes with differential expression, compared to those under physiological conditions. It is feasible that chronic exposure to oxidative stress might affect the ability of TM cells to engulf foreign material. We did not observe any apparent decrease in the phagocytic capacity of oxidatively stressed TM cells. 

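In control TM cells, 11 of 18 NRF2 target genes were higher at 40% than at 5% O2, while 17 of 26 cell cycle genes, VCAM1, ICAM1 and 7 of 15 outflow pathway genes were lower. The NRF2 and cell cycle lists had an adjusted p of 0.076 with an estimated correlation between genes, which does not pass. Of 32 NF-kB target genes, 1 was higher at 40% O2 and 9 were lower (1 and 9 when adjusted over the list alone), with a median log2 difference of -0.32 (camera, adjusted p = 0.014, and adjusted p = 0.87 with an estimated correlation). VCAM1 and ICAM1, the leukocyte adhesion receptors, were lower by -1.69 ± 0.12 (SE, adjusted p = 4.8e-07) and -1.49 ± 0.21 (adjusted p = 0.00041), with VCAM1 at a signal of 550 ± 44.1 in control cells at 40% O2 (SD, n = 2 arrays). CXCL8 was the higher member, at 0.77 (adjusted p = 0.0083, with 0.064 without 5% O2 control replicate 2 and 0.11 without 40% O2 control replicate 1). Of 18 chemokines, 1 was higher and 3 lower (1 and 3 when adjusted over the list alone, camera adjusted p = 0.94), with CCL2 at -1.13 (adjusted p = 6.5e-05). Of 17 interleukins and cytokines, 1 was higher and 3 lower (2 and 4 when adjusted over the list alone, camera adjusted p = 0.46), among the lower TNFSF11 at -1.81 (adjusted p = 9.2e-05). Of 24 IL-17 genes, 1 was higher and 6 lower (1 and 6 when adjusted over the list alone, camera adjusted p = 0.11), and of 35 interferon-stimulated genes 1 and 4 (1 and 7 when adjusted over the list alone, camera adjusted p = 0.039, and adjusted p = 0.89 with an estimated correlation, or 0.052 after quantile normalization). Of 18 NRF2 target genes, which respond to oxidants, 11 were higher and 0 lower (11 when adjusted over the list alone), with a median of 0.72 (camera, adjusted p = 2.4e-25, and adjusted p = 0.076 with an estimated correlation). NQO1, a quinone reductase, was at 18700 ± 524 at 40% O2 and at 6440 ± 387 at 5% O2, a log2 difference of 1.43 ± 0.11 (adjusted p = 1.5e-06). Of 26 cell cycle genes, 17 were lower and 0 higher (17 when adjusted over the list alone), with a median of -0.93 (camera, adjusted p = 2.6e-20, and adjusted p = 0.076 with an estimated correlation), as for the cyclin gene CCNB1 at 600 ± 10.9 against 1450 ± 34.8. Of 15 genes of the TM and outflow pathway, 7 were lower and 0 higher (7 when adjusted over the list alone, camera adjusted p = 0.054), with CHI3L1, a secreted glycoprotein of TM cells, at -3.37 ± 0.49 (adjusted p = 0.00053). In limma, 213 probe sets were higher and 1004 lower at 40% O2 (107 and 550 genes), and 636 and 1790 passed at an unadjusted p under 0.05. Without 5% O2 control replicate 1 there were 278 higher and 511 lower, without 40% O2 control replicate 1 129 and 724, without 40% O2 control replicate 2 135 and 855, on the deposited scaling 326 and 608, and after quantile normalization 360 and 552. The median of all tested probe sets was -0.10 and was 0 with either other scaling. Across tested probe sets, which are not independent replicates, the E. coli response at 5% O2 had a correlation of 0.23 and a covariance of 0.0669 with the oxygen effect in control cells, with 0.5 and 0.0598 in simulations of unchanged groups that share control arrays. The correlation was 0.43 with no filter and 0.04 with the stricter filter. With the oxygen effect in the pigment arrays, which shares no array with it, the correlation was -0.06, and between the E. coli response and the oxygen effect in control cells at 40% O2 it was -0.32 with a covariance of -0.0868, against -0.5 and -0.0603 in simulations. From the number of genes changed, the paper reads a slightly smaller response at 40% O2. It proposes that this smaller response is associated with a pro-inflammatory profile of the unchallenged cells, similar to that with challenge.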

We believe, however, that the slight reduction in response is associated with the fact that cells under 40% O_2_ displayed per se a pro-inflammatory profile, similar to the one observed upon phagocytic challenge.

A total of five genes, including MMP1, MMP3, TNFSF11, DIO2, and KYNU were identified to be commonly up-regulated after phagocytosis of E. coli and pigment particles under physiological and oxidative stress conditions. Just one gene, KCNN2, was found down-regulated in all different conditions. Up-regulation of MMP1, MMP3, and TNSF11 with phagocytosis was also confirmed in cultured porcine TM cells. The concordance between the data on the two species might imply that the differences in the post-mortem times at which porcine eyes and human eyes are procured cause no major changes in the biological response of TM cells.

The potential roles of DIO2, KYNU, and KCNN2 in phagocytosis and/or outflow tissue physiology are not clear. KCNN2 codes an integral membrane protein that forms a voltage-independent calcium-activated channel. Activation of large-conductance calcium- and voltage-activated potassium channels (BKCa) have been shown to increase outflow facility and decrease cell volume, suggesting that K(+) efflux regulate TM cell function [31]. The protein encoded by DIO2 gene belongs to the iodothyronine deiodinase family, which is involved in the activation of thyroid hormone. Genetic association studies have identified DIO2 as an osteoarthritis susceptibility gene. It has been recently shown that inflammatory signals as well as bacterial lipopolysaccharide up-regulate DIO2 expression via NF-κB [32], [33]. Kynureninase is an enzyme involved in the biosynthesis of NAD cofactors from tryptophan through the kynurenine pathway. Although chronic up-regulation of KYNU following phagocytosis has been also recently reported in brain microglial cells challenged to alpha beta amyloid [34], its role in phagocytosis has not been defined. Interestingly, the latter study showed increased expression of MMP1 and MMP3 mRNAs upon phagocytosis of alpha beta amyloid [34]. Likewise, up-regulated MMP3 expression and activity has been described upon phagocytosis of apoptotic cholangiocytes by macrophages [35]. MMP1 and MMP3 are members of the matrix metalloproteinases family, a class of proteases that participate in the hydrolysis of components of the ECM. MMP1, also known as interstitial collagenase, is able to cleave interstitial collagens I, II, and III, as well as digest certain other ECM and non-ECM proteins. MMP3 (or stromelysin 1) breaks down ECM components such as collagen IV, laminin, and fibronectin [23], [24], [36]. Collagens, in particular collagen I and collagen IV, are the major components of the trabecular beams and basal laminal [37].

Quantification of the collagenolytic activity using DQ-Collagen I and DQ-collagen IV showed increased degradation of collagen I, but not collagen IV, in porcine TM cells phagocytically challenged to E.coli, which might presumably result from increased MMP1 activity. Despite the observed higher MMP1 and MMP3 mRNA levels, increased collagenase activity was not detected with phagocytosis of pigment particles. Similar results were obtained by substrate gel zymography. Culture media from porcine TM cells challenged to E.coli showed caseinolytic and collagenolytic activities at ∼43 kDa (MMP1) and ∼62 kDa (active MMP2), respectively. However, these were not observed in the culture media from control cells or in the cells challenged to pigment. These findings are not entirely surprising since the activity of MMPs is tightly regulated at three different levels: transcriptional regulation, pro-enzyme activation, and inhibition of proteolytic activity by endogenous inhibitors [23], [36]. Additional experiments aimed at analyzing in more detail the regulation of MMPs with phagocytosis, as well as the contribution of MMP1 and MMP3 in the observed collagenolytic and caseolytic activities are required before reaching further conclusions. Very interestingly, decreased levels of fibronectin and laminin, as well as increased MMP2 activity has been also reported in bovine TM cells phagocytically challenged to latex microspheres [16].

Tumor necrosis factor ligand superfamily member 11 (TNFSF11) was also found to be consistenly up-regulated with E. coli and pigment under physiological and oxidative stress conditions. TNFSF11, known as receptor activator of nuclear factor kappa-B ligand (RANKL), is a member of the tumor necrosis factor cytokine family, which is tightly involved in mediating the activation of NF-kB [38]. Remarkably, metacore pathway analysis identified NF-kB as the most likely transcription factor regulating the transcriptional activation of several of the genes with altered expression following phagocytic challenge, including MMP1 and MMP3. A strong activation of NF-kB was observed in porcine TM cells upon phagocytosis of E. coli. Phagocytosis of pigment particles elicited a much lesser activation of NF-kB, which might explain the lower up-regulation of MMP1 and MMP3 with phagocytosis of pigment compared to E. coli. In both cases, blockage of NF-kB activation using AdDN-IkB significantly decreased the induction of MMP1 and MMP3 with phagocytic challenge. Whether TNFSF11 is involved in the up-regulation of MMP1 and MMP3 via NF-κB needs yet to be established.

Interestingly, chronic activation of NF-kB and up-regulated MMP1 expression have been reported in the glaucomatous TM tissue [22], [39]. Moreover, immunohistochemical analysis showed the protein levels of both, MMP1 and MMP3, to be increased in the outflow pathway of POAG patients compared to controls. Strikingly, the staining intensity of MMP1 and MMP3 in the outflow pathway of exfoliating glaucoma, a type of secondary glaucoma characterized by the extracellular accumulation of non-internalized exfoliating material in the angle chamber, was significantly diminished compared to POAG [40].

In summary, our data demonstrate the up-regulation of several genes able to modify the ECM content in cultured human and porcine TM cells following phagocytic challenge. On the one hand, such an up-regulation of ECM remodeling genes might explain the detachment and loss of cell-matrix cohesiveness reported in TM cells with phagocytosis *in vitro* and *in vivo* [5], [7]–[9], [15]–[17]. This loss of cells with phagocytosis may be a factor contributing to the decreased in cellularity observed in the TM in glaucoma [41], [42], and have a detrimental impact on the ability of the TM to function as a biological filter. On the other hand, because of the relevance of the ECM to the regulation of outflow facility [43], and the key role of MMPs in the turnover and maintenance of the trabecular meshwork's ECM [44], [45], our results suggest a novel role of phagocytosis in the outflow pathway tissue physiology. Futures studies will be directed at confirming the expression data obtained in this study using cultured TM cells in *in vivo* conditions. Also, based on the differential biological response elicited with phagocytic challenge to E. coli versus pigment particles, caution should be taken when analyzing and comparing experimental data obtained using different phagocytic ligands.

## Methods

### Cell Culture

Primary cultures of porcine and human TM cells were prepared and maintained as previously described [46]. Briefly, the TM was dissected and digested with 2 mg/mL of collagenase for 1 hour at 37°C. The digested tissue was placed in gelatin-coated 35 mm dishes and cultivated in low glucose Dulbecco's Modified Eagle Medium (DMEM) with L-glutamine and 110 mg/L sodium pyruvate, supplemented with 10% fetal bovine serum (FBS), 100 mM non-essential amino acids, 100 units/ml penicillin, 100 mg/ml streptomycin sulfate and 0.25 mg/ml amphotericin B; all the reagents were obtained from Invitrogen (Carlsbad, CA). Cells were maintained and propagated until passage three at 37°C in a humidified air with 5% CO_2_ incubator. Cell lines were subcultivated 1∶2 when confluent. Primary cultures of porcine TM cells were prepared from porcine cadaver eyes obtained from a local abattoir (City Packing CO, Burlington, NC) less than five hours post-mortem. Primary cultures of human TM cells were prepared from cadaver eyes (ages 30–60, no history of eye disease) obtained less than 48 hours post-mortem from the North Carolina Eye Bank (NCEB) and National Disease Research Interchange (NDRI). The protocols involving the use of human tissue were consistent with the tenets of the Declaration of Helsinki. At least, three independent batches of TM cells were used in these experiments. All the cell lines were tested positive for matrix gla protein, chitinase 3 like-1, and increased MYOC expression in response to corticoids. Chronic oxidative stress was induced by subjecting TM cells to normobaric hyperoxia conditions. For this, confluent cultures of TM cells at passage four were grown for two weeks at 40% O_2_ and 5% CO_2_. Control cultures were grown under physiological oxygen conditions (5% O_2_, 5% CO_2_) in a triple gas incubator [46].

### Pigment Isolation

Pigment was harvested from porcine eyes as follows [27]. Eyes were cleaned and sterilized. The iris and the ciliary body were dissected and placed in 10 mL sterile water. Tissues were vortexed and smashed to release the pigment, and then centrifuged at 120×g for five minutes to eliminate cellular debris. The supernatant containing the pigment was collected and spun at 840×g for 15 minutes. The pigment pellet was resuspended in sterile PBS and stored at −80°C. The concentration of pigment particles was calculated using a hematocytometer. The pigment fraction obtained using this technique was pure and no cells or tissues debris could be observed under the microscope. Only one batch of pigment was required to perform all the experiments.

### Phagocytic Challenge

Porcine or human TM cells were phagocytically challenged with either pHRodo-labeled E. coli bioparticles (1×10 ^6^ particles/mL, Invitrogen, Carlsbad, CA) or porcine pigment (1×10 ^6^ particles/mL) isolated as described earlier.

### Electron Microscopy

Cells were washed twice in PBS and fixed in 2.5% glutaraldehyde in 0.1 M cacodylate buffer (pH 7.2). Fixed cells were then detached by gentle scraping, pelleted, post-fixed in 1% osmium tetroxide in 0.1 M cacodylate buffer, and processed for transmission electron microscopy in the Morphology Facility at Duke Eye center. Thin sections (65 nm) were examined in a JEM-1200EX electron microscopy.

### RNA Isolation

Following the experimental conditions, TM primary cultures were extensively washed with cold PBS and fixed in RNAlater (Qiagen). Total RNA was isolated using RNeasy kit (Qiagen, Valencia, CA), following the manufacturer's protocol, and then treated with DNase I. RNA yields were determined using the RiboGreen fluorescent dye (Molecular Probes, Eugene, OR). RNA quality was confirmed using the Agilent 2100 Bioanalyzer.

### Microarray Analysis

Total RNA (10 µg) from human TM primary cultures phagocytically challenged for two days to either E. coli or pigment under physiological or oxidative stress conditions were independently hybridized to Affymetrix Human Genome U133 Plus 2.0 microarrays following the manufacturer's instructions. Data analysis was performed using the GeneSpring Software 10.0 (Silicon Genetics, Redwood City, CA). Raw data from the twelve hybridizations were normalized to the 50th percentile per chip and to the median per gene. Normalized mean values for the six individual experimental groups (5%O_2_-Control, 5%O_2_-E.coli, 5%O_2_-Pigment, 40%O_2_-Control, 40%O_2_-E.coli, 40%O_2_-Pigment) were generated for the experimental interpretation. The analysis was performed using the Replicates interpretation. Genes with a differential gene expression were selected and then filtered on flags to retain the genes that were presented in at least one of the conditions. Since some genes were represented in the arrays in more than one spot, we verified a consistent differential expression in all the spots to eliminate false positives. The statistical significance of the differences was evaluated by using the cross-gene-error model in combination with one-way ANOVA (p<0.05) and Bonferroni multiple testing correction. Since some genes are represented in the arrays in more than one spot, we verified a consistent differential expression in all the spots to eliminate false positives. Microarray data were deposited in the GEO database (#GSE32169) and followed MIAME requirements.

### Integrated Pathway Enrichment Analysis

Integrated pathway enrichment analysis of the set of genes differentially expressed upon phagocytosis was performed by using the knowledge-based canonical pathways and endogenous metabolic pathways in GeneGo MetaCore (http://www.genego.com/metacore.php). For network analysis, transcription regulation, and direct interactions the workflow tool was used.

### Quantitative PCR

First-strand cDNA was synthesized from total RNA (1 µg) by reverse transcription using oligo(dT) primer and Superscript II reverse transcriptase (Invitrogen, Carlsbad, CA). Real-time PCRs were performed in a 20 µL mixture containing 1 µL of the cDNA preparation diluted five times, 10 µL iQ SYBR Green Supermix (Bio-Rad, Hercules, CA), and 500 nm of each primer, in the BIO-RAD iCycler iQ system (Bio-Rad, Hercules, CA) using the following PCR parameters: 95°C for 5 min, followed by 50 cycles of 95°C for 15 s, 60°C for 15 s, and 72°C for 15 s. The fluorescence threshold value (Ct) was calculated using the iCycle iQ system software. The absence of nonspecific products was confirmed by both the analysis of the melt curves and by electrophoresis in 3% Super AcrylAgarose gels. The average Ct value of the following housekeeping genes (β-Actin, GAPDH, and HPRT1) served as internal standard of mRNA expression. The expression levels were calculated using the formula 2^−ΔCt^, where ΔCt = Ct_gene_−Ct _average housekeeping_. The sequences of the primers used for the amplifications are shown in Table 5.

**Table 5:** Primer Sequences.

		Forward	Reverse
**Human**	**MMP1**	CCAGGCCCAGGTATTGGAGGGG	GGCCGAGTTCATGAGCCGCA
	**TFPI2**	GCTGTGGAGGGAATGACAAT	TCCGGATTCTACTGGCAAAG
	**LAMC2**	CGCAGCTCTGCAGAATACAG	AGACCCATTTCGTTGGACAG
	**TNFSF11**	CGGGGTGACCTTATGAGAAA	GCGCTAGATGACACCCTCTC
	**EDN3**	AGGCTGCATGGTGTATGTCA	TCTGCCAAAATCCCATAAGC
	**GAPDH**	ACAGTCAGCCGCATCTTCTT	ACGACCAAATCCGTTGACTC
**Porcine**	**MMP1**	CCAGGCCCAGGTATTGGAGGGG	GGCCCAGTTCATGAGCAGCCA
	**TNFSF11**	GCCCTTTGCCCACCTCACGA	TCTTGGCCCAACCTCGGTCA
	**GAPDH**	TGTCCCCACCCCCAACGTGT	CCCTCGGACGCCTGCTTCAC
**Human and Porcine**	**ACT**	TCCCTGGAGAAGAGCTACGA	AGGAAGGAAGGCTGGAAGAG
	**HPRT1**	ACACTGGCAAAACAATGCAA	ACACTTCGAGGGGTCCTTTT
	**MMP3**	GGAGGTGACGGGGAAGCTGG	GCCAGGAAAGGTGCTGAAGT

### NF-κB Luciferase Reporter Assay

Activation of NF-κB was monitored using a luciferase reporter assay (Dual-Luciferase Reporter Assay System, Promega). For this, porcine TM cells were transiently transfected with 1 µg of NF-κB firefly luciferase and 1 µg of renilla luciferase reporter plasmids, using the Amaxa Nucleoporation System (Basic Nucleofector Kit, T23 program). Two days after transfection, cells were phagocytically challenged to E. coli or pigment. Luciferase activity in cell lysates harvested at the indicated times was quantified following the manufacturer's instructions.

### Adenoviral Infection of Trabecular Meshwork Cells

Porcine TM cells at passage 4 were infected with replication deficient adenoviruses encoding either LacZ or mutant IκB (m.o.i = 5 pfu/cell) [47]. Briefly, viral suspensions diluted in a small volume of serum-free media were allowed to adsorb to the cell surface membrane by incubation during 90 minutes at 37°C, 5% CO^2^ with shaking every 15 minutes to get a homogeneous distribution of the viral particles in the plate. After the adsorption period, regular culture medium was added to plates.

### Substrate Gel Zymography

Collagenolytic and caseinolytic activities in the culture media were evaluated by collagen I gel zymography and casein gel zymography, respectively. Supernatant samples (25 µl) were mixed with equal volumes of 2× zymography sample buffer (125 mM Tris-HCl, pH 6.8, 50% glycerol, 8% SDS, 0.02% bromophenol blue), loaded onto SDS-PAGE gels containing casein or collagen I under nonreducing conditions, and electrophoresed with 2.5 mM Tris-HCl, 19.2 mM glycine, 0.01% SDS, pH 8.3, at 100 V. After electrophoresis, gels were washed with 1× renaturing buffer and 1× development buffer for 30 minutes each, and incubated overnight in zymogram development buffer (Bio-Rad). Gels were then stained with Coomassie blue R-250 followed by destaining with 55% methanol and 7% acetic acid. Areas of MMP activity appeared as clear bands. Pre-formulated zymography buffers and pre-cast casein gels were purchased from Bio-Rad (Hercules, CA). Collagen I-containing gels were prepared in the laboratory by adding 1 mL of 0.1% Collagen solution, type 1 from calf skin (sigma cat.# C8919-20ML) in 10 mL of 10% acrylamide gel [48].

### Collagenase Activity

Collagenase activity was monitored using DQ collagen, type I and type IV, fluorescein conjugates (Invitrogen, Carlsbad, CA) as follows. Confluent cultures of porcine TM cells grown in 96-well plate were phagocytically challenged to either E. coli or pigment in the presence of vehicle, DQ-Collagen I (10 µg/mL), or DQ-Collagen IV (10 µg/mL). Fluorescence peptides released by the enzymatic cleavage of the substrates were measured in a microplate reader at the indicated times (Em: 495 nm; Exc: 515 nm). All values were corrected for background fluorescence.

### Statistic Analysis

All experimental procedures were repeated at least three times in independent experiments using different cell lines. The percentage of increase of the experimental conditions compared to the control was calculated and averaged. Data are represented as mean ± SD. Statistical significance was calculated using Student's t-test for two groups comparisons using the software GraphPad Prism. A probability less than 5% was considered statistically significant.

## Supporting Information

Figure S1 **Expression Levels of MMP1, MMP3, and TNFSF11 in Phagocytically Challenged porcine TM cells:** Confluent cultures of porcine TM cells grown for two weeks under physiological (black bars) and oxidative stress conditions (stripped bars) were phagocytically challenged to E. coli or pigment particles. mRNA levels of MMP1, MMP3, and TNFSF11 were quantified by real-time PCR at day 1, 2, and 3 post-challenge. The expression levels were calculated using the formula 2^−ΔCt^, where ΔCt = Ct_gene_−Ct _average housekeeping_. β-Actin, GAPDH, and HPRT1 served as internal standard for normalization. Values represent mean ± SD. * p<0.05, ** p<0.005, *** p<0.0005 (t-test, n = 3).
(TIFF) Click here for additional data file.

Table S1 **List of the genes significantly upregulated (>2 fold, p<0.05) in HTM Cells phagocytically challenged to E. coli under physiological conditions.** Confluent cultures of HTM cells were grown for two weeks under physiological 5% O_2_ atmosphere, and then phagocytically challenged to E. coli bioparticles. Changes in gene expression at day 3 post-phagocytic challenge were evaluated by gene array using Affymetrix Human Genome U133 Plus 2.0 chips, and analyzed by Genespring Software.
(PDF) Click here for additional data file.

Table S2 **List of the genes significantly downregulated (>2 fold, p<0.05) in HTM Cells phagocytically challenged to E. coli under physiological conditions.** Confluent cultures of HTM cells were grown for two weeks under physiological 5% O_2_ atmosphere, and then phagocytically challenged to E. coli bioparticles. Changes in gene expression at day 3 post-phagocytic challenge were evaluated by gene array using Affymetrix Human Genome U133 Plus 2.0 chips, and analyzed by Genespring Software.
(PDF) Click here for additional data file.

Table S3 **List of genes significantly upregulated (>1.5 fold, p<0.05) in HTM Cells phagocytically challenged to pigment particles under physiological conditions.** Confluent cultures of HTM cells were grown for two weeks under physiological 5% O_2_ atmosphere, and then phagocytically challenged to pigment particles. Changes in gene expression at day 3 post-phagocytic challenge were evaluated by gene array using Affymetrix Human Genome U133 Plus 2.0 chips, and analyzed by Genespring Software.
(PDF) Click here for additional data file.

Table S4 **List of genes significantly downregulated (>1.5 fold, p<0.05) in HTM Cells phagocytically challenged to pigment particles under physiological conditions.** Confluent cultures of HTM cells were grown for two weeks under physiological 5% O_2_ atmosphere, and then phagocytically challenged to pigment particles. Changes in gene expression at day 3 post-phagocytic challenge were evaluated by gene array using Affymetrix Human Genome U133 Plus 2.0 chips, and analyzed by Genespring Software.
(PDF) Click here for additional data file.

Table S5 **Quantitative real-time PCR confirmation of selected genes with differential expression in phagocytically challenged human and porcine TM cells under physiological and oxidative stress conditions.** The expression levels were calculated using the formula 2-ΔCt, where ΔCt = Ctgene-Ct average housekeeping. β-Actin, GAPDH, and HPRT1 served as internal standard for normalization. Values represent mean ± SD, t-test, n = 3. (*) compares phagocytically challenged versus control cultures; (#) compares oxidatively stressed versus cultures grown under physiological conditions.
(PDF) Click here for additional data file.

Table S6 **List of the genes significantly upregulated (>2 fold, p<0.05) in HTM Cells phagocytically challenged to E. coli under oxidative stress conditions.** Confluent cultures of HTM cells were grown for two weeks under oxidative 40% O_2_ atmosphere, and then phagocytically challenged to E. coli bioparticles. Changes in gene expression at day 3 post-phagocytic challenge were evaluated by gene array using Affymetrix Human Genome U133 Plus 2.0 chips, and analyzed by Genespring Software.
(PDF) Click here for additional data file.

Table S7 **List of the genes significantly downregulated (>2 fold, p<0.05) in HTM Cells phagocytically challenged to E. coli under oxidative stress conditions.** Confluent cultures of HTM cells were grown for two weeks under oxidative 40% O_2_ atmosphere, and then phagocytically challenged to E. coli bioparticles. Changes in gene expression at day 3 post-phagocytic challenge were evaluated by gene array using Affymetrix Human Genome U133 Plus 2.0 chips, and analyzed by Genespring Software.
(PDF) Click here for additional data file.

Table S8 **List of the genes significantly upregulated (>2 fold, p<0.05) in HTM Cells phagocytically challenged to pigment under oxidative stress conditions.** Confluent cultures of HTM cells were grown for two weeks under oxidative 40% O_2_ atmosphere, and then phagocytically challenged to pigment particles. Changes in gene expression at day 3 post-phagocytic challenge were evaluated by gene array using Affymetrix Human Genome U133 Plus 2.0 chips, and analyzed by Genespring Software.
(PDF) Click here for additional data file.

Table S9 **List of the genes significantly downregulated (>2 fold, p<0.05) in HTM Cells phagocytically challenged to pigment under oxidative stress conditions.** Confluent cultures of HTM cells were grown for two weeks under oxidative 40% O_2_ atmosphere, and then phagocytically challenged to pigment particles. Changes in gene expression at day 3 post-phagocytic challenge were evaluated by gene array using Affymetrix Human Genome U133 Plus 2.0 chips, and analyzed by Genespring Software.
(PDF) Click here for additional data file.

# Supplementary material for: Up-Regulated Expression of Extracellular Matrix Remodeling Genes in Phagocytically Challenged Trabecular Meshwork Cells
**Source:** PLoS One. 2012 Apr 18;7(4):e34792. doi: 10.1371/journal.pone.0034792
**Supplement:** Table S4 — List of genes significantly downregulated (>1.5 fold, p<0.05) in HTM Cells phagocytically challenged to pigment particles under physiological conditions. Confluent cultures of HTM cells were grown for two weeks under physiological 5% O2 atmosphere, and then phagocytically challenged to pigment particles. Changes in gene expression at day 3 post-phagocytic challenge were evaluated by gene array using Affymetrix Human Genome U133 Plus 2.0 chips, and analyzed by Genespring Software.

**SM-Table 4: Genes Significantly Downregulated (>1.5 fold, p<0.05) in HTM Cells Phagocytically Challenged to Pigment Under Physiological Conditions**

| Gene Title                                                          | Gene Symbol | UniGene ID | Fold | PValue  | Chromosomal Location |
|---------------------------------------------------------------------|-------------|------------|------|---------|----------------------|
| ankyrin repeat domain 6                                             | ANKRD6      | Hs.702213  | 1.82 | 2.7E-02 | chr6q14.2-q16.1      |
| Tetraspanin 18                                                      | TSPAN18     | Hs.385634  | 1.77 | 6.0E-03 | chr11p11.2           |
| tetraspanin 2                                                       | TSPAN2      | Hs.310458  | 1.71 | 2.2E-02 | chr1p13.2            |
| 244826_at                                                           |             | Hs.653282  | 1.69 | 2.9E-02 |                      |
| lysosomal-associated membrane protein 3                             | LAMP3       | Hs.518448  | 1.66 | 8.9E-03 | chr3q26.3-q27        |
| H19, imprinted maternally expressed transcript (non-protein coding) | H19         | Hs.533566  | 1.63 | 5.9E-03 | chr11p15.5           |
| oxytocin receptor                                                   | OXTR        | Hs.2820    | 1.63 | 3.1E-02 | chr3p25              |
| 229795_at                                                           |             | Hs.48945   | 1.62 | 1.0E-02 |                      |
| fibroblast growth factor receptor 3                                 | FGFR3       | Hs.1420    | 1.61 | 1.9E-02 | chr4p16.3            |
| WAP four-disulfide core domain 1                                    | WFDC1       | Hs.36688   | 1.58 | 4.3E-03 | chr16q24.3           |
| growth arrest-specific 5 (non-protein coding)                       | GAS5        | Hs.656411  | 1.53 | 3.8E-02 | chr1q25.1            |
| ArfGAP with RhoGAP domain, ankyrin repeat and PH domain 2           | ARAP2       | Hs.479451  | 1.52 | 2.0E-02 | chr4p14              |
| hydroxysteroid (17-beta) dehydrogenase 6 homolog (mouse)            | HSD17B6     | Hs.524513  | 1.51 | 2.3E-02 | chr12q13             |
| aquaporin 1 (Colton blood group)                                    | AQP1        | Hs.76152   | 1.51 | 1.2E-02 | chr7p14              |

# Supplementary material for: Up-Regulated Expression of Extracellular Matrix Remodeling Genes in Phagocytically Challenged Trabecular Meshwork Cells
**Source:** PLoS One. 2012 Apr 18;7(4):e34792. doi: 10.1371/journal.pone.0034792
**Supplement:** Table S5 — Quantitative real-time PCR confirmation of selected genes with differential expression in phagocytically challenged human and porcine TM cells under physiological and oxidative stress conditions. The expression levels were calculated using the formula 2-ΔCt, where ΔCt = Ctgene-Ct average housekeeping. β-Actin, GAPDH, and HPRT1 served as internal standard for normalization. Values represent mean ± SD, t-test, n = 3. (*) compares phagocytically challenged versus control cultures; (#) compares oxidatively stressed versus cultures grown under physiological conditions.

**SM-Table 5: Summary of the Expression Level and pValues Obtained by qPCR**

|                    |         | Control             |              | E. coli             |               |            | Pigment             |              |            |        |
|--------------------|---------|---------------------|--------------|---------------------|---------------|------------|---------------------|--------------|------------|--------|
|                    |         | 2 <sup>Δ</sup> -DCt | (#) pValue   | 2 <sup>Δ</sup> -DCt | (*) pValue    | (#) pValue | 2 <sup>Δ</sup> -DCt | (*) pValue   | (#) pValue |        |
| 5% O <sub>2</sub>  | Human   | MMP1                | 1.96±0.029   | 14.37±0.034         | <0.0001       |            | 5.05±0.018          | <0.0001      |            |        |
|                    |         | MMP3                | 0.163±0.019  | 1.483±0.002         | <0.0001       |            | 0.419±0.001         | <0.0001      |            |        |
|                    |         | TFPI2               | 0.099±0.02   | 0.657±0.082         | 0.0003        |            | 0.2±0.042           | 0.0198       |            |        |
|                    |         | LAMC2               | 0.149±0.03   | 0.189±0.031         | >0.05         |            | 0.177±0.03          | >0.05        |            |        |
|                    |         | TNFSF11             | 0.078±0.03   | 0.137±0.072         | 0.048         |            | 0.15±0.012          | 0.0182       |            |        |
|                    |         | EDN3                | 0.471±0.091  | 0.044±0.007         | 0.0013        |            | 0.351±0.054         | >0.05        |            |        |
|                    | Porcine | MMP1                | 2.32±1.105   | 304.5±79.185        | <0.0001       |            | 12.31±1.84          | <0.0001      |            |        |
|                    |         | MMP3                | 0.029±0.015  | 52.305±5.034        | <0.0001       |            | 0.073±0.001         | 0.007        |            |        |
|                    |         | TNFSF11             | 0.087±0.03   | 0.222±0.039         | 0.009         |            | 0.032±0.004         | 0.0346       |            |        |
| 40% O <sub>2</sub> | Human   | MMP1                | 1.948±0.003  | >0.05               | 7.514±0.331   | <0.0001    | <0.0001             | 3.982±0.254  | >0.05      | 0.0019 |
|                    |         | MMP3                | 0.257±0.045  | >0.05               | 1.375±0.018   | <0.0001    | >0.05               | 0.376±0.338  | 0.0002     | >0.05  |
|                    |         | TFPI2               | 0.188±0.125  | >0.05               | 0.859±0.057   | 0.0011     | 0.0248              | 0.212±0.013  | >0.05      | >0.05  |
|                    |         | LAMC2               | 0.08±0.006   | 0.0174              | 0.123±0.018   | 0.0172     | 0.0332              | 0.19±0.042   | >0.05      | >0.05  |
|                    |         | TNFSF11             | 0.035±0.003  | >0.05               | 0.06±0.002    | 0.0003     | >0.05               | 0.067±0.002  | 0.0001     | 0.0003 |
|                    |         | EDN3                | 0.091±0.068  | 0.0237              | 0.007±0.005   | 0.0065     | >0.05               | 0.054±0.01   | >0.05      | 0.0073 |
|                    | Porcine | MMP1                | 21.440±5.778 | <0.0001             | 316.204±34    | <0.0001    | >0.05               | 35.711±3.959 | 0.0243     | 0.0007 |
|                    |         | MMP3                | 0.065±0.006  | 0.0182              | 50.436±16.739 | <0.0001    | >0.05               | 0.156±0.068  | >0.05      | >0.05  |
|                    |         | TNFSF11             | 0.02±0.007   | 0.0197              | 0.619±0.168   | 0.0035     | 0.0163              | 0.009±0.002  | >0.05      | 0.0009 |

# Supplementary material for: Up-Regulated Expression of Extracellular Matrix Remodeling Genes in Phagocytically Challenged Trabecular Meshwork Cells
**Source:** PLoS One. 2012 Apr 18;7(4):e34792. doi: 10.1371/journal.pone.0034792
**Supplement:** Table S9 — List of the genes significantly downregulated (>2 fold, p<0.05) in HTM Cells phagocytically challenged to pigment under oxidative stress conditions. Confluent cultures of HTM cells were grown for two weeks under oxidative 40% O2 atmosphere, and then phagocytically challenged to pigment particles. Changes in gene expression at day 3 post-phagocytic challenge were evaluated by gene array using Affymetrix Human Genome U133 Plus 2.0 chips, and analyzed by Genespring Software.

**SM-Table 9: Genes Significantly Downregulated (>1.5 fold, p<0.05) in HTM Cells Phagocytically Challenged to Pigment Under Oxidative Stress Conditions**

| Gene Title                                                                                               | Gene Symbol | UniGene ID | Fold | PValue  | Chromosomal Location |
|----------------------------------------------------------------------------------------------------------|-------------|------------|------|---------|----------------------|
| oxytocin receptor                                                                                        | OXTR        | Hs.2820    | 1.75 | 5.9E-04 | chr3p25              |
| RAS guanyl releasing protein 1 (calcium and DAG-regulated)                                               | RASGRP1     | Hs.591127  | 1.65 | 6.8E-05 | chr15q14             |
| somatostatin receptor 1                                                                                  | SSTR1       | Hs.248160  | 1.62 | 8.5E-03 | chr14q13             |
| potassium intermediate/small conductance calcium-activated channel, subfamily N, member 2                | KCNN2       | Hs.98280   | 1.61 | 1.0E-03 | chr5q22.3            |
| family with sequence similarity 35, member A                                                             | FAM35A      | Hs.500419  | 1.58 | 1.7E-02 | chr10q23.2           |
|                                                                                                          |             | Hs.411391  | 1.57 | 4.8E-03 |                      |
| mannose-binding lectin (protein A) 1, pseudogene 1                                                       | MBL1P1      | Hs.102310  | 1.53 | 1.7E-02 | chr10q22.2-q22.3     |
| actin, alpha 2, smooth muscle, aorta                                                                     | ACTA2       | Hs.500483  | 1.53 | 4.7E-04 | chr10q23.3           |
| chromosome 8 open reading frame 34                                                                       | C8orf34     | Hs.491941  | 1.52 | 1.5E-03 | chr8q13              |
| Fms-related tyrosine kinase 1 (vascular endothelial growth factor/vascular permeability factor receptor) | FLT1        | Hs.594454  | 1.52 | 1.3E-02 |                      |
| leucine zipper, putative tumor suppressor 1                                                              | LZTS1       | Hs.521432  | 1.49 | 4.8E-02 | chr8p22              |
| keratin associated protein 1-5                                                                           | KRTAP1-5    | Hs.534499  | 1.46 | 3.4E-04 | chr17q12-q21         |

How the deposited data were processed for this re-analysis (not part of the article)

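Gene expression was measured in primary human TM cells on 12 Affymetrix U133 Plus 2.0 arrays in 6 groups of 2: control cells, cells challenged with E. coli and cells challenged with pigment, each at 5% and at 40% O2. All 12 deposited columns were used and 0 were left out. The deposited values are MAS5 signal intensities per probe set, which the authors made in Affymetrix Expression Console from 1-cycle biotin-labelled samples, 1 sample to each array. They are on a linear scale, all above 0, and the mean of each array without the lowest and highest 2% of probe sets is 500.1. The versions of these programs are not given in the sources used here. The detection flags and the later GeneSpring steps of the paper are not in these values. The origin of the 2 arrays of a group, as separate cell batches or separate cultures, is not stated, so the spread between them may be technical.

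Of 54675 probe sets, 62 array controls were set aside. Each array was divided by its median over the remaining 54613 and the values were taken to log2. Array medians of the deposited signals were 60.4 to 72. The ratios of the 3' to the 5' probe sets were 1.17 to 1.28 for ACTB and 0.948 to 1.02 for GAPDH. Replicate arrays had correlations of 0.97042 to 0.97402 over the tested probe sets, and the SD of their difference in log2 was 0.51 to 0.535. A probe set was tested if its signal was above the 50th percentile of the array on both arrays of at least 1 group, which kept 28969. Of these, 24981 carry 1 gene symbol, for 13262 genes. Of all probe sets, 41097 carry 1 symbol, 1801 several and 11777 none, and those with several or none enter counts of probe sets but stand for no gene. The reference pairs 41043 of the 1-symbol probe sets with a RefSeq gene. A gene is reported by its tested probe set with the highest mean log2 signal.

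Differences were tested with limma 3.58.1 in R 4.3.3, by a linear model of the 6 group means and moderated variances that follow the signal (residual degrees of freedom 6, prior 9.74), with Benjamini-Hochberg adjustment over the tested probe sets. A probe set was called at an adjusted p under 0.05 and a fold over 1.5. The comparisons were each challenge against control cells at the same oxygen level, 40% against 5% O2 in control cells, the differences of these responses between the oxygen levels, E. coli against pigment at each level, the pigment response averaged over both levels and the oxygen effect averaged over the 3 treatments. Comparisons with the same control arrays are not independent, and 100 simulations of unchanged groups that share controls were set beside their overlaps and correlations. No group was changed in them, so they do not show the overlap of a real response with an unchanged one. Tested on simulated data with 200 of 28969 probe sets changed, the procedure recovered 16% of those changed 1.5-fold, 66% at 2-fold and 86% at 3-fold, with 7 false calls among 133. With 40 changed probe sets it recovered 25% at 1.5-fold and 50% at 2-fold, with 1 false call among 16.

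Gene groups were 34 lists written from general knowledge: chemokines, interleukins and cytokines, complement, IL-17 signalling, NF-kB target genes, TLR and NF-kB signalling, ECM-degrading proteases, inhibitors of matrix proteolysis, collagens and elastic fibres, matrix glycoproteins with proteoglycans and laminins, cell adhesion, interferon-stimulated genes, acute phase and antimicrobial genes, phagocytic receptors and engulfment, lysosome, antioxidant enzymes, NRF2 target genes, HIF target genes, metallothioneins, unfolded protein response, cell cycle, p53 target genes, cholesterol synthesis, contractile genes, TGF-beta responsive genes, TM and outflow pathway genes, kynurenine pathway, prostaglandin synthesis and receptors, markers of leukocytes, endothelium, epithelium, melanocytes and pigment epithelium, glia and neurons, and housekeeping genes. Members were counted as higher, lower or neither, and again with the p-values adjusted over the list alone. The lists were tested with limma's camera at a preset correlation between genes of 0.01, with camera at an estimated correlation and with fry, with Benjamini-Hochberg adjustment over the 34 lists of a comparison.

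The comparisons, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule names every gene of the paper's Tables 1, 2, 4, S4 and S9 and of its quantitative PCR, whose values in the paper had been seen, the 10 largest rises and falls of a comparison, up to 4 called members of a list with any member the paper names, and MMP2, MMP9 and TIMP1 to TIMP4. CXCL8, ADAMTS6, MMP16, PTGER2, NFKBIA, TNFAIP3 and other list members outside this rule were named after their values were seen. The overlap of the E. coli responses at the 2 oxygen levels was also added after the results were seen, as was that of both ligands at 40% O2, which had at first been left out after its result was seen.

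The alternatives were quantile normalization and the deposited scaling in place of the median, no filter, a stricter filter at the 70th percentile (17418 probe sets), an offset of 11.9 (the 20th percentile of all signals) before the logarithm, variances that ignore the signal, fits of the 4 arrays of a comparison alone, unadjusted p-values, the methods' one-way ANOVA over the 6 groups with and without Bonferroni adjustment, the methods' t-test with and without Benjamini-Hochberg adjustment, no fold limit, counts of genes in place of probe sets, the replicate number as a block, and leaving out each of the 12 arrays in turn. The ANOVA tests whether any of the 6 groups differ and not a single comparison, so the fold limit alone ties it to one. It was a plain ANOVA, without the cross-gene error model and the flags filter of the methods, which were not repeated here. For named genes with a group under that 20th percentile, a lower bound of the fold was taken with the percentile in place of the group's signal, a step added after the results were seen. Where an array is left out, the other array of its group is assumed to vary like the other groups. Groups of 2 arrays are too small to test for a deviating array.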

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

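Of the tests in this part, less oxygen in the cultures with E. coli was chosen only after the result was seen. The groups of genes below were picked, as lists with at least 50% of their measured members called in 1 direction, after the list results were seen.

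The E. coli response of SLC16A9 differed between the oxygen levels by a test of the difference itself. The log2 change was -2.13 at 5% O2 and -0.51 at 40% O2, with a difference of 1.62 ± 0.21 (limma adjusted p = 0.024), with an adjusted p over 0.05 without 5% O2 pigment replicate 1 (0.059), 5% O2 pigment replicate 2 (0.053), 40% O2 control replicate 2 (0.12) or 40% O2 E. coli replicate 1 (0.25), with no filter (0.062) and with eBayes without a trend (0.12).

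The paper does not discuss 4 groups of genes in which most measured members changed. Interferon-stimulated genes were higher with E. coli in 35 of 35 at 5% O2 and in 35 of 35 at 40% O2 (camera with an estimated correlation, adjusted p = 0.0051 and 0.0038). Metallothioneins were higher with E. coli in 7 of 7 at each level (adjusted p = 0.059 at 5% O2 and 0.045 at 40% O2 by the same test). NRF2 target genes were higher in 11 of 18 in control cells at 40% against 5% O2, with NQO1 at 1.43 ± 0.11 and EPHX1 at 1.44 ± 0.15 on the log2 scale (adjusted p = 0.076 for the list by the same test). Cell cycle genes were lower in 17 of 26 in the same comparison, with TOP2A at -1.32 (adjusted p = 0.076 for the list by the same test).

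HIF target genes, which the paper also does not discuss, were higher in 14 of 25 with E. coli at 5% O2, with a median log2 change of 0.85 (camera with an estimated correlation, adjusted p = 0.095). The tables argue against members that inflammation also induces as the whole cause, since the 15 members set down as not induced by inflammation had a median of 0.69, with 8 higher and 0 lower. Less oxygen in the cultures with E. coli, for example from a greater use of oxygen by the cells, may also raise these genes and stays open. At 40% O2 the 15 members had a median log2 change of 0.36 with E. coli, with 3 higher, against 0.69 and 8 at 5% O2. The median difference of those members between 40% and 5% O2 was -0.2, and camera with an estimated correlation gave an adjusted p of 0.78 for the whole list, which decides neither way. The scaling of each array to its median was not put to a test by the other scalings, under which the list had medians of at least 0.86, since they left the median of all tested probe sets at -0.06 and -0.04, against -0.06.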

How the results depend on the processing

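All alternatives here were set before the data were examined, but the 30 results of lists and the overlap of both ligands at 40% O2 below were chosen after their values were seen. The 2 arrays of a group limit the precision, dim MAS5 signals are noisy, shared control arrays could not be split, and the cause of the changes below was not tested. A lone array of a group was assumed to vary like the other groups, and the t-test with 2 arrays a group has little power after adjustment.

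Totals of called probe sets, higher and lower together, were 2050 with E. coli and 3 with pigment at 5% O2, 1083 and 3 at 40% O2, 1217 for oxygen in control cells, 1 and 0 for the differences of the E. coli and pigment responses between oxygen levels, 1727 and 1064 for E. coli against pigment at 5% and 40% O2, 23 for pigment averaged, 1535 for oxygen averaged, 3 with both ligands at 5% O2 and 2 at 40% O2, 2 in all 4 comparisons and 809 with E. coli at both levels. Totals that moved by over 1.5 times follow.

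With quantile normalization there were 19 with pigment at 5% O2, 3 for the difference in the E. coli response and 10 with both ligands, and with the deposited scaling 12, 2 and 7. With no filter there were 0 for the difference in the E. coli response and 6 for pigment averaged. With the stricter filter there were 23 with pigment at 5% O2, 5 for the difference in the E. coli response, 39 for pigment averaged, 956 for oxygen averaged and 13 with both ligands. With the offset and with the fit of 4 arrays there were 5 with pigment at 5% O2 and 5 with both ligands. With eBayes without a trend there were 1 for the difference in the E. coli response, a probe set other than in the default fit, 1 with pigment at 5% O2, 1 at 40% O2, 789 for oxygen in control cells, 0 for pigment averaged, 1 with both ligands and 0 in all 4 comparisons. With the replicate number as a block there were 9 with pigment at 5% O2, 6 at 40% O2 and 7 with both ligands.

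At an unadjusted p in limma there were 3175 with E. coli and 901 with pigment at 5% O2, 2272 and 732 at 40% O2, 2426 for oxygen in control cells, 1074 and 984 for the differences of the E. coli and pigment responses, 2922 and 2233 for E. coli against pigment at 5% and 40% O2, 587 for pigment averaged, 273 with both ligands and 11 in all 4. With the methods' ANOVA, unadjusted, there were 550 with pigment at 5% O2, 1707 with E. coli and 457 with pigment at 40% O2, 960 and 814 for the differences, 1690 for E. coli against pigment at 40% O2, 317 for pigment averaged, 238 with both ligands and 29 in all 4. With its Bonferroni adjustment there were 56 with E. coli and 10 with pigment at 5% O2, 52 and 5 at 40% O2, 29 for oxygen in control cells, 18 and 3 for the differences, 58 and 51 for E. coli against pigment, 5 for pigment averaged, 30 for oxygen averaged, 7 with both ligands and 52 with E. coli at both levels. With the methods' t-test, unadjusted, there were 483 with pigment at 5% O2, 357 at 40% O2, 94 with both ligands and 4 in all 4. After Benjamini-Hochberg adjustment it left 0 with E. coli at 5% O2, 0 at 40% O2, 0 with pigment at 40% O2, 0 for oxygen, 1 and 0 for E. coli against pigment, and 0 with both ligands, in all 4 and with E. coli at both levels.

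With no fold limit there were 1895 for oxygen in control cells, 40 for pigment averaged and 5772 for oxygen averaged. Counted as genes in place of probe sets there were 1059 with E. coli at 5% O2, 598 at 40% O2, 657 for oxygen in control cells, 884 and 585 for E. coli against pigment, 15 for pigment averaged, 788 for oxygen averaged and 464 with E. coli at both levels.

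With both ligands at 40% O2 there were 0 with eBayes without a trend and with the t-test after Benjamini-Hochberg adjustment, 188 at an unadjusted p in limma and with the ANOVA, 4 with its Bonferroni adjustment, 67 with the t-test unadjusted, and 2 to 17 without 1 array.

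Leaving out 1 array gave 1445 to 2040 with E. coli and 2 to 16 with pigment at 5% O2, 799 to 1134 and 2 to 20 at 40% O2, 789 to 1289 for oxygen in control cells, 0 to 12 and 0 to 6 for the differences, 1213 to 1749 and 792 to 1104 for E. coli against pigment, 3 to 31 for pigment averaged, 1413 to 1613 for oxygen averaged, 1 to 12 with both ligands, 1 to 2 in all 4 and 596 to 803 with E. coli at both levels. The 789 for oxygen is without 5% O2 control replicate 1. By direction, lower counts were 550 with E. coli at 5% O2 and 511 for oxygen in control cells without 5% O2 control replicate 1, and with E. coli at 40% O2 268 and 248 without 40% O2 control replicates 1 and 2. For E. coli against pigment they were 244 at 5% O2 without 5% O2 pigment replicate 2, 315 without 5% O2 E. coli replicate 1, and 147 at 40% O2 without 40% O2 pigment replicate 2. Higher counts for oxygen in control cells were 129 and 135 without 40% O2 control replicates 1 and 2. Pigment averaged gave 14 without 5% O2 control replicate 2, 12 without 5% O2 E. coli replicate 1 or replicate 2, 5 without 5% O2 pigment replicate 1, 3 without 40% O2 control replicate 2 and 9 without 40% O2 pigment replicate 1.

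Of the 360 calls of named genes, 302 had a value with the stricter filter and 327 with the fit of 4 arrays and with the t-tests, and the other alternatives of the fit covered all. In each, 0 were reversed. With the methods' ANOVA and Bonferroni adjustment 52 stayed called, with the ANOVA unadjusted 347, with the t-test unadjusted 267 of 327, with the t-test after Benjamini-Hochberg adjustment 0 of 327, with the fit of 4 arrays 295 of 327, with the stricter filter 302 of 302, and with limma unadjusted or no fold limit 360. Of the 360, 332 stayed called with quantile normalization, 337 with the deposited scaling, 317 with no filter, 356 with the offset, 273 with eBayes without a trend, 356 with the block and 298 to 338 without 1 array. Between the 15 pairs of groups, replicates of the same number were not more alike than others (15 correlations of -0.0386 to 0.0537).

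Of the 30 results of lists, 11 kept their side of the threshold with an estimated correlation, 22 with fry, 29 with quantile normalization, 30 with the block and 29 with the mean of a gene's probe sets. With an estimated correlation, adjusted p-values with E. coli at 5% O2 were 0.13 for complement, TLR signalling and proteases, 0.095 for HIF targets and 0.059 for metallothioneins, and 0.15 for proteases at 40% O2. With pigment they were 0.53 for IL-17 signalling, 0.71 for NF-kB targets and proteases at 5% O2, 0.47 for proteases at 40% O2, and, averaged, 0.44 for proteases, 0.24 for cell cycle and 0.44 for contractile genes. For oxygen in control cells they were 0.87 for NF-kB and HIF targets, 0.89 for interferon-stimulated genes and 0.076 for NRF2 targets, cell cycle and p53 targets. With fry they were 0.58, 0.95 and 0.76 for IL-17 signalling, NF-kB targets and proteases with pigment at 5% O2, 0.49 for proteases at 40% O2, 0.33, 0.12 and 0.33 for proteases, cell cycle and contractile genes with pigment averaged, and 0.065 for interferon-stimulated genes with oxygen, which had 0.052 with quantile normalization. With the mean of probe sets they were 0.92 for phagocytic genes with E. coli and 0.08 for proteases with pigment at 5% O2, and 1 for chemokines with oxygen.

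The correlation of the E. coli response at 5% O2 with the oxygen effect was 0.23, where unchanged groups that share control arrays gave 0.5 in simulations. It reversed to -0.06 with the oxygen effect in pigment arrays, and with the E. coli response at 40% O2 in place of that at 5% O2 it was -0.32, where the shared controls enter with the opposite sign and gave -0.5. It was 0.04 with the stricter filter and 0.43 with no filter.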

Differences from the paper's values

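All alternatives named here were set before the data were examined, and the per-gene and per-setting tallies of the paper's genes and the lower bounds of folds were chosen only after the results were seen.

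The paper counts genes at an ANOVA p under 0.05 with Bonferroni adjustment, after a filter on detection flags. The counts here are of probe sets at a limma adjusted p under 0.05, so the thresholds differ. The stated fold limit of 1.5 is the same, but 7 genes of the paper's Table 1 have printed pigment folds under it. So do 3 genes of its Table 2 and 2 of its Table S9. The ANOVA here is a plain one, without the paper's cross-gene error model and flags filter. A count is given as having no difference where it lies within 1.5 times of the paper's count, so the 2 need not be equal. For pigment at 5% O2 the paper gives 26 higher and 14 lower, against 3 and 0 here. Of 27 alternatives the higher count has no difference with quantile normalization alone (19), and the lower count with the stricter filter (12) and without 5% O2 pigment replicate 2 (13). For pigment at 40% O2 the paper gives 23 higher and 12 lower, against 2 and 1 here, with no difference for the higher count without 40% O2 control replicate 1 alone (17) and for the lower without 40% O2 pigment replicate 2 alone (17). For both ligands at 5% O2 the paper gives 21 higher and 10 lower, against 3 and 0 here, with a difference under all 27 alternatives. For all 4 comparisons the paper gives 5 higher and 1 lower, against 2 and 0 here, with no difference for the lower count with the methods' t-test without adjustment (1) and a difference for the higher count under all 27. Beside each 0 here, limma gave 559 lower for pigment at 5% O2, 118 lower with both ligands and 3 lower in all 4 at an unadjusted p under 0.05, and the methods' ANOVA with Bonferroni adjustment 2, 1 and 0.

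Fold changes that differ from the paper's tables by over 1.5 times follow, with the paper's value first. No difference means only a fold within 1.5 times of the paper's, which can still be close to no change. EHF was 3.05 in the paper against 234 here with E. coli at 5% O2, under all 26 alternatives, and 1.49 in the paper against 5.98 here with pigment, where the offset alone gave no difference (1.88). IL32 was 6.20 in the paper against 65.8 here with E. coli, under all 26. The control signals of EHF (2.85) and IL32 (5.51) lie under the 20th percentile of all signals (11.9), so these folds are not exact. Over that percentile the rises with E. coli are at least 53.8-fold for EHF and 30.6-fold for IL32, and that of EHF with pigment at least 1.49-fold, which leaves a difference from the paper open. SOD2 was 24.05 in the paper against 4.25 here with E. coli, under all 26. ARAP2 was lower 2.27-fold in the paper against 4.7 here with E. coli, under all 25. With pigment at 5% O2, GAS5 was lower 1.53-fold in the paper against 0.956 here, with no difference without 5% O2 control replicate 2 (1.48) or 5% O2 pigment replicate 2 (1.34). With pigment at 40% O2, SHLD2, named FAM35A in the paper, was lower 1.58-fold in the paper against 0.984 here under all alternatives, and LZTS1 1.49-fold in the paper against 0.959 here, with no difference without 40% O2 pigment replicate 2 alone (1.07). The paper does not state the probe sets of these genes and no alternative changes the probe set of a gene. Whether these folds come from the same probe sets is therefore not known.

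The paper's Table 4 gives log2 values centred on the median of each gene. Those that differ from the values here by more than the SD of the gene within groups, or in sign, follow, which includes gaps well under 1.5-fold. For DIO2 it gives -0.26 in 5% O2 control cells against -0.5 here, with no difference without a 5% O2 E. coli, 5% O2 pigment or 40% O2 E. coli array (-0.23), and -1.13 in 40% O2 control cells against -0.79 here, with none without a 5% O2 control or 40% O2 pigment array (-1.06) or 40% O2 control replicate 2 (-1.19). For MMP1 it gives 1.54 with E. coli at 5% O2 against 1.39 here and 0.73 at 40% O2 against 0.56 here, with no difference without a 5% O2 E. coli array (1.57 and 1.62 at 5% O2, 0.77 at 40% O2), a 5% O2 pigment array (1.59 and 0.77) or a 40% O2 E. coli array (1.59 at 5% O2, 0.71 and 0.82 at 40% O2). For MMP3 it gives 2.31 with E. coli at 5% O2 against 2.53 here, with none with quantile normalization (2.39) and the deposited scaling (2.4), -0.76 in 40% O2 control cells against -0.92 here, with none without 40% O2 control replicate 1 (-0.84), and 2.04 with E. coli at 40% O2 against 2.17 here, with none with quantile normalization (2.15), the offset (2.16) or without 40% O2 E. coli replicate 1 (2.11).

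For TNFSF11, where the 2 values differ in sign by less than that SD (0.21) and so are close, the paper gives -0.03 in 5% O2 control cells against 0.04 here, with no difference with the deposited scaling (0) or without a 40% O2 control array, 40% O2 E. coli replicate 2 or a 40% O2 pigment array (-0.13), and 0.02 with E. coli at 40% O2 against -0.07 here, with none with quantile normalization (0.06), the deposited scaling (0.04) or without 5% O2 control replicate 1, a 5% O2 E. coli or a 5% O2 pigment array (0.1). For KYNU it gives -1.34 in 5% O2 control cells against -1.01 here, with none with the deposited scaling (-1.12), without 5% O2 control replicate 1 (-1.51) or a 5% O2 pigment or 40% O2 control array (-1.27), and -0.35 in 40% O2 control cells against -0.82 here, with none without a 5% O2 E. coli, 40% O2 E. coli or 40% O2 pigment array (-0.56). Another KYNU probe set gives -1.4 and -0.25. The other alternatives have a difference in each of these values.

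The paper lists genes as changed with pigment that were not called here. Of 19 analysed genes of its Table 1, 19 had the same direction with pigment and 2 were called, and of 8 analysed genes of its Table 2, 8 had the same direction and 0 were called, with 5 in limma and 6 with the methods' ANOVA at an unadjusted p under 0.05. Of 11 analysed genes of its Table S4, for pigment at 5% O2, 10 had the same direction and 0 were called in limma (7 at an unadjusted p under 0.05 and 8 with the methods' ANOVA), and of 9 of its Table S9, for pigment at 40% O2, 7 had it and 0 were called (2 and 2). Of the 31 analysed genes of its Tables 1, 2 and S4 for pigment at 5% O2, 2 were called here, 18 in limma without adjustment, 19 with the methods' ANOVA without adjustment, 3 with its Bonferroni adjustment, 7 with the methods' t-test without adjustment, 5 with quantile normalization, 3 with the deposited scaling, 6 with the stricter filter, and 4 with the block or without 5% O2 control replicate 1. Of the 14 analysed genes of its Tables 4 and S9 for pigment at 40% O2, 2 were called here. There were 6 in limma and 6 with the ANOVA without adjustment, 5 with the t-test without adjustment, and 3 with the stricter filter or the block. A missing call does not show a missing change. In the paper's human qPCR at 5% O2, TFPI2 rose 2.02-fold with pigment and TNFSF11 1.92-fold, against 1.86 and 1.71 on the arrays. At 40% O2 TNFSF11 rose 1.91-fold, against 2.32, and TFPI2 1.13-fold, not significant in the paper, against 1.39.

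By gene, for pigment at 5% O2, limma and the ANOVA without adjustment called CXCL5, C3, TNFSF11, EDN3, AQP1, HSD17B6, TSPAN2, LAMP3, STC1, IL33, DIO2, TFPI2, EHF, WFDC1, TSPAN18 and OXTR, and the ANOVA also ARAP2. The t-test without adjustment called TFPI2, EHF, WFDC1, TSPAN18 and OXTR, and the ANOVA with Bonferroni adjustment STC1. The stricter filter called DIO2, IL33, TFPI2 and OXTR, the block IL33 and OXTR, the fit without 5% O2 control replicate 1 DIO2 and IL33, quantile normalization DIO2, STEAP1 and SLC39A8, and the deposited scaling DIO2. No setting called ACSL4, CABP1, CXCL6, IL32, KYNU, SOD2, GALNT15, FGFR3, ANKRD6 or GAS5. For pigment at 40% O2, limma and the ANOVA without adjustment called RASGRP1, TNFSF11, KYNU and OXTR, the t-test without adjustment TNFSF11, KYNU and OXTR, and the stricter filter and the block OXTR, and no setting called DIO2, SSTR1, SHLD2, ACTA2, C8orf34, FLT1, LZTS1 or KRTAP1-5. For E. coli at 5% O2, CABP1 was called by the fit of 4 arrays and by limma without adjustment, and GALNT15 and FGFR3 by no setting. With pigment averaged over both oxygen levels, IL33, STC1, TFPI2, TNFSF11 and GALNT15 were called higher and WFDC1 and OXTR lower, besides MMP1 and MMP3, and of these 7 only the call of OXTR held without each array.

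The paper states that unchallenged cells at 40% O2 had a profile of inflammation like that with challenge. Here 1 of 32 NF-kB target genes was higher and 9 lower in those cells, 1 of 18 chemokines was higher and 3 lower, CXCL8 was the higher one at 0.77, and the E. coli response at 5% O2 had a correlation of 0.23 with the oxygen effect in control cells, which share its control arrays, with a covariance of 0.0669, where unchanged groups gave 0.5 and 0.0598 in simulations. The correlation was 0.43 with no filter and 0.04 with the stricter filter. With the oxygen effect in the cells challenged with pigment, which share no array with it, the correlation was -0.06.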

Other observations

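In this part, the tests of the oxygen level of the cultures and of the pigment challenge and the use of splits within the oxygen levels and within the treatments were chosen only after the results were seen.

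Besides the groups at the claims, single p53 target genes were lower and single genes of sterol synthesis higher with E. coli at 5% O2. Of 12 p53 target genes, 0 were higher and 2 lower (2 lower when adjusted over the list alone, camera adjusted p = 0.074), with ZMAT3, an RNA-binding protein of this pathway, falling from 4310 ± 91.2 to 1960 ± 118 (SD over 2 arrays) and TP53I3 at -0.89 on the log2 scale (adjusted p = 3.9e-05). Of 15 genes of cholesterol synthesis, 3 were higher and 0 lower (3 higher when adjusted over the list alone, camera adjusted p = 0.00074, and adjusted p = 0.24 with an estimated correlation), with the cyclase gene LSS at 0.96 (adjusted p = 1.2e-05). The unfolded protein response had 1 of 15 members higher and 3 lower (1 and 3 when adjusted over the list alone, camera adjusted p = 0.8), the kinase-like regulator gene TRIB3 among the lower at -0.89 (adjusted p = 3e-05). Of 20 antioxidant enzymes, SOD2 was the 1 higher and 0 were lower (1 when adjusted over the list alone, camera adjusted p = 0.91). Of 18 NRF2 target genes, 0 were higher and 1 was lower, TKT at -0.60, which was under the fold limit without 5% O2 control replicate 1 (-0.48) or 5% O2 E. coli replicate 2 (-0.56) (camera adjusted p = 0.9), and of 26 cell cycle genes 0 were called (camera adjusted p = 0.17). Of 14 TGF-beta responsive genes, 2 were higher and 0 lower (2 when adjusted over the list alone, camera adjusted p = 0.03, and adjusted p = 0.42 with an estimated correlation), with the matricellular gene CCN1 rising from 8950 ± 4.22 to 14600 ± 186. Of 15 contractile genes, 1 was lower and 0 higher (1 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.58), and of 5 acute phase and antimicrobial genes PTX3 was the 1 higher, from 16500 ± 185 to 27200 ± 265 (1 when adjusted over the list alone, camera adjusted p = 0.21).

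In control cells at 40% against 5% O2, 4 of 12 p53 target genes were higher and 0 lower (4 when adjusted over the list alone, camera adjusted p = 3.2e-08, and adjusted p = 0.076 with an estimated correlation), with CDKN1A, an inhibitor of the cell cycle, rising from 5520 ± 612 to 11900 ± 612 (SD over 2 arrays). Of 15 contractile genes, 4 were lower and 0 higher (5 lower when adjusted over the list alone, camera adjusted p = 0.0017, and adjusted p = 0.87 with an estimated correlation), with the cardiac actin gene ACTC1 falling from 1660 ± 395 to 401 ± 74.7. Of 36 genes of collagens and elastic fibres, 7 were lower and 0 higher (7 when adjusted over the list alone, camera adjusted p = 2e-04, and adjusted p = 0.87 with an estimated correlation), COL11A1 among them at -2.15. Averaged over the 3 treatments, ADH1B, an alcohol dehydrogenase, was higher at 40% O2 by 2.18 ± 0.06 (adjusted p = 5.8e-12), and STMN2, a regulator of microtubules, was lower, at -2.73 ± 0.09 (adjusted p = 2.8e-11).

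Markers of other cell types were few among the tested genes, with 3 of 16 leukocyte, 5 of 12 endothelial, 2 of 12 epithelial, 5 of 12 melanocyte and pigment epithelium and 7 of 12 glial and neuronal markers. With E. coli at 5% O2, 0 leukocyte and 0 epithelial markers were called in limma (1 leukocyte marker lower when adjusted over the list alone, camera adjusted p = 0.64 for both). Of the endothelial markers 1 was higher, KDR, and 2 lower, EMCN and ERG (1 and 2 when adjusted over the list alone, camera adjusted p = 0.63), and KDR (1.49, adjusted p = 0.033) had adjusted p-values of 0.06 and 0.14 without 5% O2 control replicates 1 and 2 and 0.14 and 0.16 without 5% O2 E. coli replicates 1 and 2. Of the glial and neuronal markers 1 was higher, NEFM at 1.80 (adjusted p = 5.7e-05), and 1 lower, MBP, with adjusted p-values of 0.12 without 5% O2 control replicate 1 and 0.098 and 0.078 without 5% O2 E. coli replicates 1 and 2 (1 and 1 when adjusted over the list alone, camera adjusted p = 0.72). The housekeeping genes ACTB, GAPDH and HPRT1 had a median log2 change of 0.11 with E. coli at 5% O2 and 0 of 3 were called (0 when adjusted over the list alone, camera adjusted p = 0.3).

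Averaged over both oxygen levels, 18 probe sets were higher and 5 lower with pigment in limma, with OXTR, the oxytocin receptor, at -0.91 (adjusted p = 0.003) and TNFSF11 at 0.99 (adjusted p = 0.023). Of other genes of the paper's Tables 1 and 2, IL33 (1.12, adjusted p = 0.043), STC1 (0.60, 0.028), TFPI2 (0.68, 0.036) and GALNT15 (0.64, 0.033) were higher and WFDC1 (-0.64, 0.031) was lower. Higher and lower counts were 21 and 1 without 5% O2 control replicate 1, 10 and 4 without 5% O2 control replicate 2, 9 and 3 without 5% O2 E. coli replicate 1 or replicate 2, 4 and 1 without 5% O2 pigment replicate 1, 10 and 8 without 5% O2 pigment replicate 2, 2 and 1 without 40% O2 control replicate 2, 6 and 3 without 40% O2 pigment replicate 1, and 9 and 22 without 40% O2 pigment replicate 2. With eBayes without a trend 0 were called, with MMP1 and MMP3 at an adjusted p of 0.062 and OXTR of 0.099. The calls of MMP1, MMP3 and OXTR held without each array, and TNFSF11 was not called without 5% O2 control replicate 2 (0.059), 5% O2 pigment replicate 1 (0.097), 40% O2 control replicate 2 (0.087) or 40% O2 pigment replicate 1 (0.07). By adjusted p, IL33 was not called without 5% O2 control replicate 2 (0.059), 5% O2 E. coli replicates 1 (0.066) and 2 (0.067), 5% O2 pigment replicates 1 (0.12) and 2 (0.14), 40% O2 control replicates 1 (0.078) and 2 (0.15), 40% O2 E. coli replicates 1 (0.068) and 2 (0.07) or 40% O2 pigment replicate 1 (0.17). STC1 was not called without 5% O2 control replicate 1 (0.052), 5% O2 pigment replicates 1 (0.09) and 2 (0.089), 40% O2 control replicate 2 (0.12) or 40% O2 pigment replicate 2 (0.053). TFPI2 was not called without 5% O2 control replicates 1 (0.073) and 2 (0.055), 5% O2 pigment replicate 1 (0.14), 40% O2 control replicates 1 (0.068) and 2 (0.14), 40% O2 E. coli replicates 1 (0.055) and 2 (0.056) or 40% O2 pigment replicates 1 (0.086) and 2 (0.075). GALNT15 was not called without 5% O2 control replicate 2 (0.063), 5% O2 E. coli replicates 1 (0.054) and 2 (0.053), 5% O2 pigment replicates 1 (0.11) and 2 (0.1), 40% O2 control replicate 2 (0.14) or 40% O2 pigment replicates 1 (0.1) and 2 (0.051). WFDC1 was not called without 5% O2 control replicate 1 (0.059), 5% O2 pigment replicates 1 (0.09) and 2 (0.1), 40% O2 control replicate 2 (0.14) or 40% O2 pigment replicates 1 (0.07) and 2 (0.055). These 5 and TNFSF11 were also not called with no filter.

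Of the 18 splits of the 8 control and pigment arrays within the oxygen levels, with the oxygen level in the fit, 1 split, the real one, reached 5 called probe sets, with 1 as the highest other, and 18 splits are too few for a share under 5%. For the oxygen effect averaged over the treatments, 1 of 100 splits of the 12 arrays within the treatments, the real one, reached 1518 called probe sets. The highest other had 1, so a random labelling of the arrays can be excluded. A difference between cultures or batches cannot, since the origin of the 2 arrays of a group is not stated.

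In control cells, 82.5% of the probe sets called between the oxygen levels were lower at 40% O2. The tables argue against the noise of dim probe sets, since the share was 85% in the brighter part of the called probe sets. The scaling of each array to its median stays open, since the lowest share under the other scalings was 60.5%. The oxygen level of the cultures also stays open, since the lowest share in the pigment arrays was 66.2%. That share came with quantile normalization, with 314 higher and 616 lower, against 254 and 599 with scaling to the median. In the pigment arrays the share was 70.2% with scaling to the median and 70.7% with the deposited scaling. In the E. coli arrays the share was 81.8%, and 57.6% and 57.5% with the deposited scaling and quantile normalization. The 60.5% and 66.2% lie between the bounds set for either answer, and the scaling and a change of total RNA with oxygen cannot be told apart here.

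Of 26 cell cycle genes, 0 were called with pigment averaged over both oxygen levels, and their median log2 change was 0.23 (camera adjusted p = 3.7e-18, and adjusted p = 0.24 with an estimated correlation and 0.12 with fry). With pigment at 5% O2 alone, 0 were called, and 2 were higher when adjusted over the list alone. The tables argue against 1 array of the 8 as the cause, since the median was at least 0.17 without each. The list lay at least 0.28 above the median of all genes under the other scalings, as here (0.28), which tests nothing, since a factor for an array moves the list and all genes alike. That 19 of 26 members were higher at both levels restates the pattern, so the pigment challenge stays open. Members of such a list move together, and 2 arrays a group leave a difference in growth between the cultures open.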
